# Molecular traces of *Drosophila* hemocytes reveal transcriptomic conservation with vertebrate myeloid cells

**DOI:** 10.1371/journal.pgen.1011077

**Published:** 2023-12-19

**Authors:** Sang-Ho Yoon, Bumsik Cho, Daewon Lee, Hanji Kim, Jiwon Shim, Jin-Wu Nam

## Abstract

*Drosophila* hemocytes serve as the primary defense system against harmful threats, allowing the animals to thrive. Hemocytes are often compared to vertebrate innate immune system cells due to the observed functional similarities between the two. However, the similarities have primarily been established based on a limited number of genes and their functional homologies. Thus, a systematic analysis using transcriptomic data could offer novel insights into *Drosophila* hemocyte function and provide new perspectives on the evolution of the immune system. Here, we performed cross-species comparative analyses using single-cell RNA sequencing data from *Drosophila* and vertebrate immune cells. We found several conserved markers for the cluster of differentiation (CD) genes in *Drosophila* hemocytes and validated the role of *CG8501* (*CD59*) in phagocytosis by plasmatocytes, which function much like macrophages in vertebrates. By comparing whole transcriptome profiles in both supervised and unsupervised analyses, we showed that *Drosophila* hemocytes are largely homologous to vertebrate myeloid cells, especially plasmatocytes to monocytes/macrophages and prohemocyte 1 (PH1) to hematopoietic stem cells. Furthermore, a small subset of prohemocytes with hematopoietic potential displayed homology with hematopoietic progenitor populations in vertebrates. Overall, our results provide a deeper understanding of molecular conservation in the *Drosophila* immune system.

## Author summary

The immune system protects organisms from invaders and has been conserved throughout animal evolution. Hemocytes are blood cells in *Drosophila* that are known to have similar functions to human innate immune cells, but the relationship between *Drosophila* and other species has only been predicted with a few genes. Here, we integrate large public *Drosophila* larval hemocyte datasets to define rare cells, consensus cell types, and states. We then perform a comprehensive comparative analysis of *Drosophila* hemocytes with immune cells from zebrafish, mice, and humans, revealing that a phagocytic cell type in *Drosophila*, plasmatocytes, is conserved as a myeloid cell in other organisms. We also report that a novel plasmatocyte marker gene, *CG8501*, which is conserved as in human as CD59, functions in the formation of normal NimC1+ plasmatocytes for bacterial uptake. Our work provides the first transcriptome-wide analysis between *Drosophila* and vertebrate species and documents the conservation of orthologous genes and cell types in *Drosophila* hemocytes.

## Introduction

The immune system, consisting of innate and adaptive immunity, has evolved to protect organisms from the various pathogens they may encounter throughout their lives. Innate immunity, the older system, can be traced back to invertebrates, which split from vertebrates more than 500 million years ago [1]. *Drosophila* is one of the most extensively studied model organisms, and its blood cells, also known as hemocytes, are often considered myeloid-like cells that play several roles in the innate immune system, including the phagocytosis of pathogens [2] and tissue remodeling [3,4].

Fully differentiated *Drosophila* hemocytes have been classified into three morphologically distinct populations with different functions: plasmatocytes (PMs), crystal cells (CCs), and lamellocytes (LMs). The most abundant cell type of hemocytes is the plasmatocytes, which are described as macrophage-like cells due to their phagocytic functions [5,6], while CCs, a minor population characterized by crystalline inclusions in the cytoplasm, induce melanization during the wound healing process [7]. The LMs are a specialized cell type that is differentiated in reaction to parasitic infection, such as wasp infection [8]. In processes similar to those described in vertebrates, *Drosophila* hemocyte development occurs through two different hematopoietic waves: embryonic hematopoiesis, in which hemocytes originate from the head mesoderm and circulate during larval development, and lymph gland hematopoiesis, in which hemocytes arise from the larval cardiac mesoderm and eventually dissociate into circulation during pupariation [9,10]. Differing from hemocytes originating from the embryonic hematopoiesis, the lymph gland houses hemocyte progenitors, called prohemocytes (PHs), that give rise to mature hemocytes and are maintained by the microenvironment niche cells of the posterior signaling center (PSC) [11]. In addition to the known hemocyte types, GST-rich cells and adipohemocytes have also been characterized in the lymph gland owing to the development of single-cell transcriptome analysis [12]. The PHs represent a heterogeneous population of progenitor cells depending on the degree of differentiation; a very small fraction of cells defined as PH1 (stem cell-like) differentiate into all of the above cell types. *Drosophila* hematopoiesis has been suggested as a valuable model system for studying immune responses to diseases [13]. However, the relationship between *Drosophila* hemocytes and those in vertebrates has heavily relied on functional homologies described by a handful of marker genes, and a systematic analysis at the transcriptome level has yet to be undertaken.

In this study, we analyzed 43,891 *Drosophila* hemocytes originating from lymph glands or in the circulation system in wild-type and wasp-infected larvae using single-cell RNA sequencing (scRNA-seq) in conjunction with publicly available zebrafish, mouse, and human scRNA-seq data (*n* = 281,099 cells) to investigate cross-species cell type similarities. We first compared *Drosophila* genes with cluster of differentiation (CD) markers and identified conserved sequences between *Drosophila CG8501* and *CD59* in vertebrates. Loss of *CG8501* expression was associated with a decrease in Hml^+^ hemocytes and aberrant bacterial uptake. In a transcriptome-wide comparative analysis, we revealed conservation between *Drosophila* hemocytes and vertebrate innate immune cells, especially macrophages. *Drosophila* PH1 cells were homologous to progenitor populations in vertebrates, supporting the multipotent progenitor role of this cell type. Our work provides the first transcriptome-wide view of similarities between *Drosophila* hemocytes and vertebrate immune cells.

## Results

### Integration of *Drosophila* hemocyte scRNA-seq data

In our previous studies [12,14], we sequenced the transcriptomes of *Drosophila* lymph gland and circulating hemocytes at various timepoints during development using the droplet-based single-cell sequencing platform, Drop-seq [15], and identified diverse subclusters and developmental trajectories. However, hemocyte populations in the lymph gland or circulating hemocytes alone do not represent the entire hemocyte population in *Drosophila* larvae. To build a comprehensive hemocyte single-cell atlas of larval hemocytes, we integrated whole transcriptomes of hemocytes both in circulation and in the lymph gland 72, 96, and 120 hours after egg laying (AEL). Additionally, we combined lymph gland hemocyte data from wasp-infected larvae at 96 h AEL, 24h post-infection, and circulating hemocyte data at 96 and 120 h AEL, 24 h and 48 h post-infection, respectively, in which lamellocyte populations are largely visible as the immune system is triggered (Figs 1A and 1B and S1A). A total of 43,933 cells from seven major cell types were collected, with median counts of 5740 unique molecular identifiers (UMIs) and 1467 genes per cell (S1B and S1C Fig). Briefly, 33.47% (*n* = 14,705) and 49.90% (*n* = 21,923) of cells were annotated as prohemocytes and plasmatocytes, respectively. Because PH1 has been previously reported to possess stem cell-like functions, and because they independently clustered in our analysis (Fig 1A) [12], we separated prohemocyte subcluster PH1 from the rest of the prohemocytes in both lymph glands and circulation transcriptomes. Additionally, we distinguished plasmatocytes specific to the lymph gland at the 120 h AEL time point. These 120 h AEL-specific plasmatocytes expressed additional non-classical plasmatocyte markers, such as *CG8501* or *Ama* (Fig 1D and 1E). Large compositional differences between the lymph gland and circulation transcriptomes were identified; the majority of prohemocytes were found in the lymph gland (12,357 out of 14,705 cells), and all adipohemocyte cells were exclusively annotated in the lymph gland (Fig 1C). A small number of PSC-like cells were also found in circulating hemocytes (Fig 1C, 42 out of 313 cells). Lamellocytes, the third largest population in our dataset (12.36%), predominantly originated from wasp-infected larvae, especially from circulating hemocytes obtained at 120 h AEL (48 h post-infection; 4355 out of 5431 cells). This observation indicates the specialized defensive role of this cell type during parasitic wasp infections (Fig 1C and 1D). Interestingly, GST-rich cells were also found in circulation, but exclusively in datasets obtained during wasp infection. Given that the number of GST-rich cells was also increased in a wasp-infected lymph gland counterpart in our previous report [12], this suggests a potential association between GST-rich cells and lamellocyte differentiation. Again corroborating our previous research [12], several lineage-specific markers were identified, and the top-expressing marker genes were shared between cell types from the lymph gland and in circulation (Fig 1E and S1 Table). We also explored lists of the curated marker genes of major hemocytes that are largely expressed by corresponding cell types (S2 Fig) [16]. Next, we expanded our analysis to incorporate publicly available scRNA-seq data that encompass lymph glands or circulating hemocytes in *Drosophila melanogaster* (S3A Fig and S2 Table) [14, 17–20]. Initially, we annotated cells based on the annotations provided in the original research papers, using label transfer. Then, we compared these annotated cells across different scRNA-seq studies (S4 Fig). Crystal cells and lamellocytes showed remarkable consistency, whereas plasmatocytes showed less agreement among different studies. This inconsistency can be attributed to differences in the criteria used for clustering analysis in different studies.

**Fig 1:**
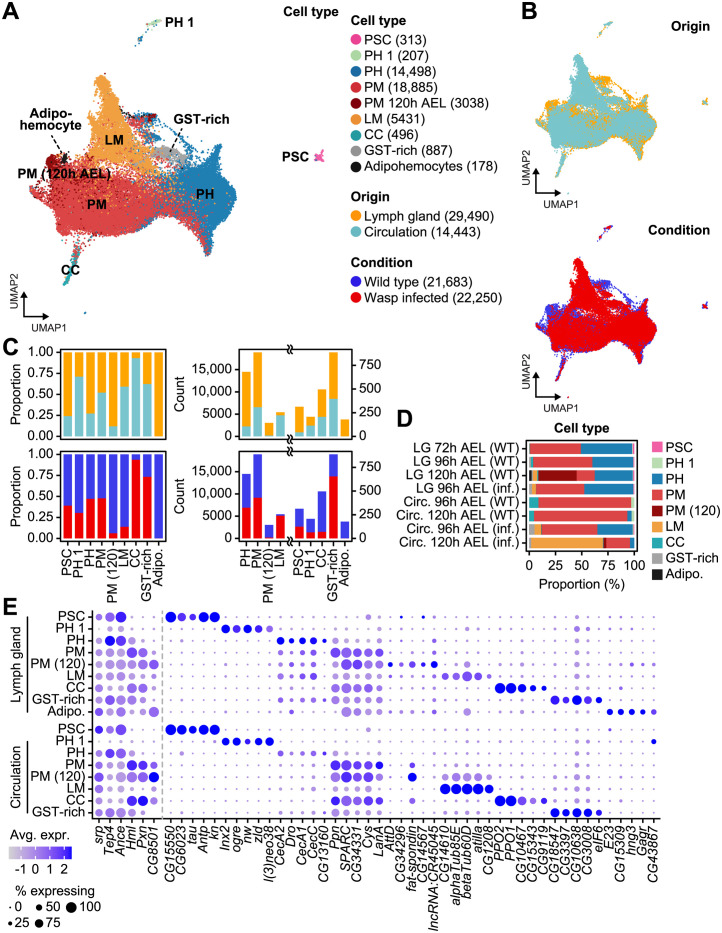
Integration of *Drosophila* larval hemocyte Drop-seq datasets. (**A**) A UMAP plot of the nine major hemocyte types identified in *Drosophila*. The cell count for each cell type is indicated in parentheses. (**B**) UMAP plots showing the tissue origins (top) and experimental conditions (bottom) of hemocytes. (**C**) The proportion (left) or count (right) of tissue origins (top) and experimental conditions (bottom) of hemocytes for each cell type. (**D**) The proportion of cell types for each sampling time point and condition, wild type (WT) or wasp-infected (inf). (**E**) A dot plot presenting the expression of the top 5 cell type markers in the lymph gland (top) and circulation (bottom). The dot color indicates the average level of expression, and the dot size represents the percentage of cells expressing the gene in each cell type.

To address this issue, we combined data from six scRNA-seq studies and subjected a total of 125,402 cells to a uniform analytic pipeline. Consequently, we clustered these cells into 17 distinct cell types and transcriptional states (Figs 2A and S3B), labeling the clusters based on the expression of known markers or their top-expressing genes (Fig 2A and 2C). These 17 clusters included PSC cells, two prohemocytes (PH1 and PH), seven plasmatocytes (PM-Hml, PM-prolif, PM-AMP, PM-Gst, PM-late1, PM-late2, and PM-Lst), two lamellocytes (LM1 and LM2), crystal cells (CC), and four other types (Hsp, Unknown, Muscle, and S-Lap). Two small clusters, primarily originating from InDrops (Hsp and unknown); muscle cells; and S-Lap were excluded from the following analysis due to a lack of plasmatocyte markers or bias towards a particular dataset (Fig 2A and 2B). As seen in previous studies [14], plasmatocytes showed the highest heterogeneity. The PM-Hml cluster contained the majority of plasmatocytes (37,853 cells), consistently enriched in plasmatocyte marker expression, including *Hml*, *Pxn*, *vkg*, *Col4a1*, and *Ppn* (Fig 2C and 2D). In addition, PM-prolif was the second largest plasmatocyte cluster (14,210 cells) (Fig 2C and 2D), suggesting a highly proliferative nature of plasmatocytes. The PM-Gst cluster exhibited enrichment in glutathione S transferases, such as *GstE6* or *GstE1*, and included GST-rich cells identified in our previous study (Fig 2C and 2D). The PM-AMP cluster displayed the expression of various antimicrobial peptides—such as *Drs*, *AttB*, or *Dro*—as has been reported in other studies [17]. Notably, while the majority of PSC cells originated from lymph gland datasets (Fig 2B) [12,19], a small number of PSC cells were also found in circulating hemocytes expressing similar marker genes (Fig 2C, *CG15550*, *mthl7*, and *Antp*). The role of these PSC-like cells, also known as primocytes, requires further investigation [16,18]. Lastly, prohemocytes were initially defined as precursors of plasmatocytes in the medullary zone and formed a developmental continuum in lymph glands [12]. Some prohemocytes were also found in the circulating hemocyte populations; however, most of these cells were defined under wasp infection, implying they are either prohemocytes originated from dissociated lymph glands or plastic plasmatocytes able to de-differentiate to form lamellocytes (Figs 2D and S3C).

**Fig 2:**
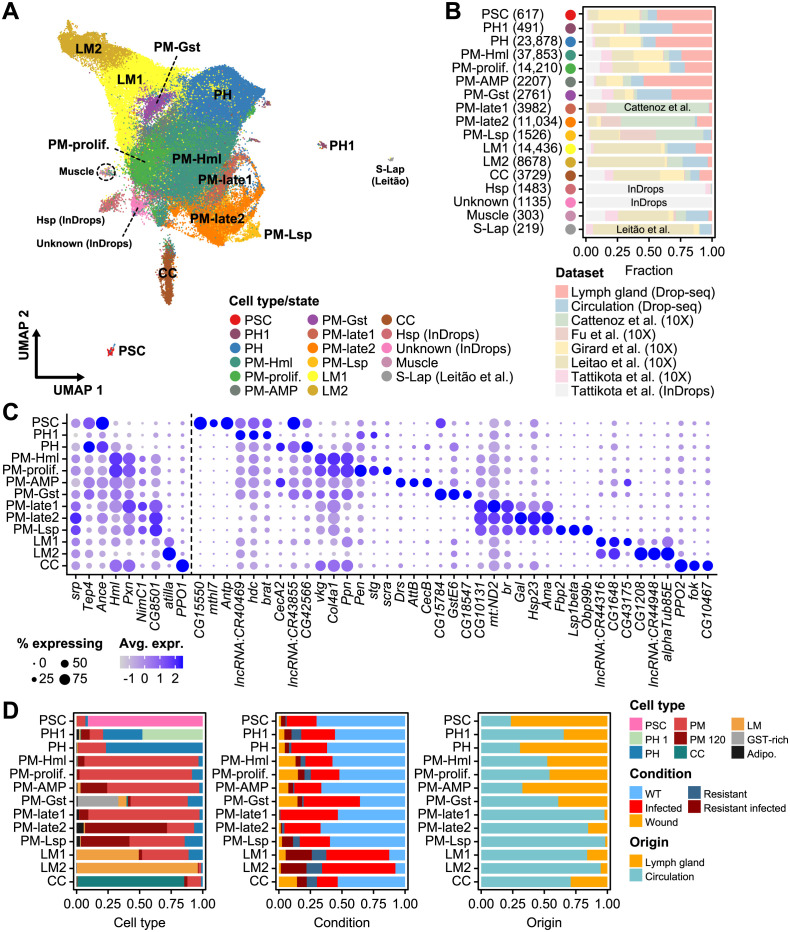
Characteristics of public *Drosophila* larval hemocyte scRNA-seq datasets. (**A**) A UMAP plot of hemocyte clusters newly identified in the integrated *Drosophila* scRNA-seq dataset. (**B**) The proportion of each cell cluster represented by each dataset. The cell count for each cell type is indicated in parentheses. (**C**) Dot plots presenting the expression of the top three markers for each cell type. The dot color indicates the average level of expression, and the dot size represents the percentage of cells expressing the gene in each cell type. (**D**) Proportions of broad cell types for each cell type/state defined in the integrative analysis (left) and categorized by experimental condition (middle) and tissue origin (right).

In summary, we constructed a comprehensive landscape of *Drosophila* hemocytes by integrating two developmental lineages from diverse time points and conditions. All clustering results and expression levels of marker genes from various conditions are available at Fly scRNA-seq Database 2.0 (http://big.hanyang.ac.kr/flyscrna).

### Hematopoietic cells in zebrafish, mice, and humans

The scRNA-seq data from hematopoietic stem and immune cells from zebrafish, mice, and humans were collected from previous studies and public single-cell atlas databases [21–25]. Specifically, data from 3301 zebrafish kidney marrow cells, obtained using the InDrop-seq platform; 6977 cells from the Mouse Cell Atlas (MCA, Microwell-seq); 8191 cells from Tabula Muris (10X Chromium, 3427; Smart-Seq2, 4764 cells); 20,158 cells from the Human Cell Landscape (HCL, Microwell-seq); and 242,662 cells from the Human Cell Atlas (HCA, 10X Chromium) were used. All datasets were newly clustered or re-clustered by species with cell annotations based on the expression levels of known marker genes from the literature and the atlas databases to facilitate comparisons (S5A–S5C Fig). To examine similarities between datasets from the same species, we transformed single-cell expressions into pseudo-bulk expressions and measured Spearman correlations by cell type (S5D and S5E Fig). Analysis of three independent mouse datasets, obtained with different sequencing platforms, showed that data from mouse immune cells were well-matched across cell types, except for macrophages, which were exclusively found in the MCA (S5D Fig). Similarly, results from human immune cell types also agreed well between the two datasets, except for those from B cell progenitors and platelets, which were exclusively found in HCA (S5E Fig). The independent datasets were subsequently integrated by species, summarizing results from 13 and 16 different mouse and human cell types, with 15,168 and 262,630 cells, respectively (S5F and S5G Fig).

### Orthologous genes are sufficient to distinguish known immune cell types

To investigate transcriptomic similarities between immune cells from the four species, we removed non-hemocytes and non-immune cells and identified orthologous genes among species (Fig 3A). Orthologous genes from all *Drosophila*, zebrafish, mouse, and human pairs were extracted using the DRSC Integrative Ortholog Prediction Tool (DIOPT) database, which provides thorough reports from multiple databases with weighted scores for gene pairs (see the Methods section) [26]. This showed that 5739 genes were conserved between *Drosophila* and zebrafish and expressed in both datasets, whereas 5192 and 6474 genes were matched between and expressed in *Drosophila* and mouse and *Drosophila* and human, respectively (Fig 3B and S3 Table). The number of conserved genes continuously increased between zebrafish and mice (8714 genes) and mice and humans (10,379 genes), which is partly a result of the huge evolutionary gap between invertebrates and vertebrates and partly a result of there being fewer annotated genes in the *Drosophila* genome (17,714 genes, based on the Berkeley *Drosophila* Genome Project [BDGP] release 6.22, compared to 62,492 genes in the human genome, based on GENCODE v34). Approximately 24.09% of *Drosophila* genes (4267 of 17,714 genes) were conserved and expressed in all four species (S4 Table).

**Fig 3:**
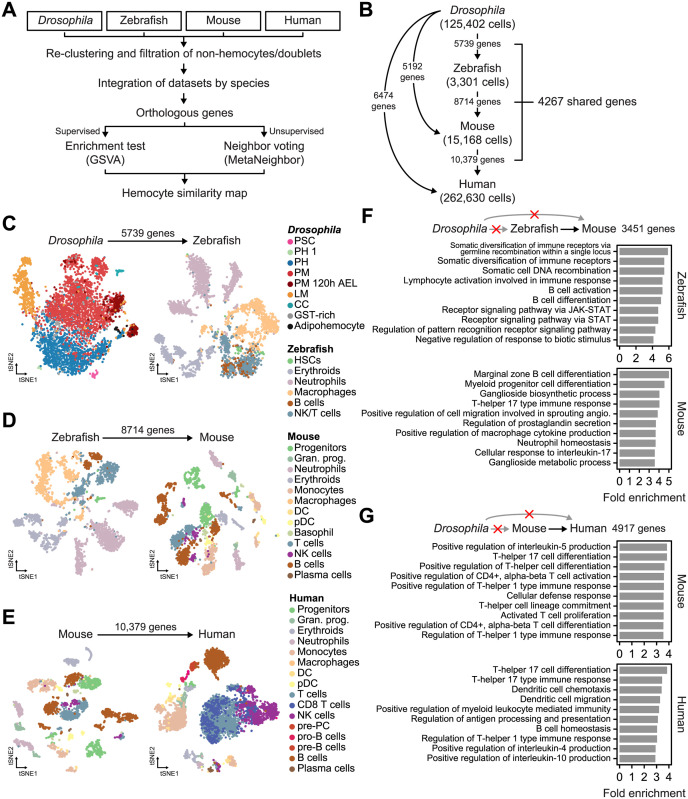
Identification of cell type clusters using orthologous genes. (**A**) The workflow of the analysis comparing immune cell types between species. (**B**) A summary of the expressed orthologous genes between each species used in this study. (**C**) The *t*-SNE plots of *Drosophila* hemocytes and zebrafish immune cells using 5739 orthologous genes. The *Drosophila* data were downsampled to one-tenth (4389 cells). Data from all 3301 zebrafish cells were used. (**D**) The *t*-SNE plots of zebrafish and mouse immune cells using 8714 orthologous genes. The mouse data were randomly downsampled to one-fifth (3034 cells). (**E**) The *t*-SNE plots of mouse and human immune cells using 10,379 orthologous genes. The human data were randomly downsampled to one-fiftieth (5253 cells). (**F** and **G**) Bar plots showing the fold enrichment of biological processes as identified by gene ontology. Only genes conserved between zebrafish and mice (**F**) or mice and humans (**G**) were tested.

Based on this list of conserved genes, we sought to assess whether the expression levels of orthologous genes would be sufficient to distinguish different cell types in the four species. To this end, we iteratively performed a *t*-distributed stochastic neighbor embedding (*t*-SNE) [27] dimensionality reduction analysis of full or downsampled datasets using the corresponding orthologous genes (Figs 3C–3E and S6). Major cell types were well separated and clustered for all four species, indicating that orthologous gene expression levels are sufficient to characterize immune cell types. In *Drosophila*, all hemocyte types were clustered except for GST-rich cells, which were largely scattered across the prohemocyte and plasmatocyte clusters in the *t*-SNE plot obtained using the 5676 genes conserved between *Drosophila* and zebrafish (Figs 3C and S6A), suggesting that GST-rich cells might be defined on the basis of *Drosophila*-specific genes. Adipohemocytes tended to cluster outside of well-defined prohemocyte and plasmatocyte clusters; however, a few prohemocytes or plasmatocytes were grouped together. Interestingly, B and NK/T cells in zebrafish were separated from other cell types but comingled with each other (Figs 3C and S6B). These cell types were well clustered when the analysis was re-performed with the 8714 genes conserved between fish and mice (Figs 3D and S6C), suggesting that genes that perform specialized functions in adaptive immune systems exhibit conserved expression in vertebrates but are absent in *Drosophila* hemocytes. Indeed, many genes conserved only between vertebrates were enriched with biological processes related to functions or differentiation of lymphocytes and regulations of interleukin production (Fig 3F and 3G and S5 Table). We also performed a *t*-SNE analysis using orthologous genes that are shared between all four species (4267 genes) and found that the major cell types separated to a lesser extent (S7 Fig). The GST-rich cells in *Drosophila* again failed to separately cluster, and T/B cells in vertebrates either commingled or formed a continuous cluster. In summary, the expression levels of orthologous genes are sufficient to describe different immune cell types, but genes characterizing adaptive immune cells are largely unexpressed in *Drosophila* hemocytes.

### Cross-species comparative analyses of immune cell types

In vertebrates, the conservation of immune cells between species is well-known [28], and recent studies have shown conserved marker genes and regulatory programs between *Drosophila* and vertebrates at the whole organism level [29,30]. Although the homology between *Drosophila* hemocytes and vertebrate immune cells has been previously discussed [31], comparative transcriptomic analyses across immune cell types have not been performed. To address this issue, we compared the expression and conservation of cluster of differentiation (CD) genes and validated functions in *Drosophila* hemocytes (Fig 4). Next, we performed a supervised analysis using conserved marker genes and an unsupervised analysis using information from neighboring cells (Fig 5). The detailed analyses and experimental validations are described in the following sections.

**Fig 4:**
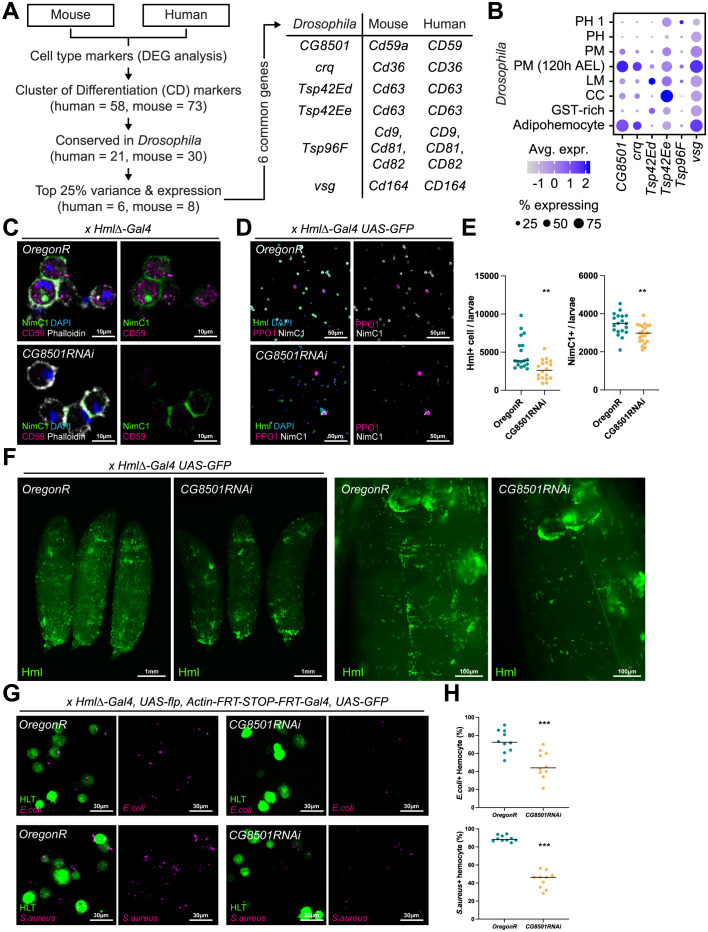
*Drosophila CG8501*, an orthologous gene of human *CD59*. (**A**) Schematic illustration of the orthologous gene selection process. (**B**) Expression of CD orthologs in *Drosophila* hemocyte sub-populations. The dot color indicates the average level of expression, and the dot size represents the percentage of cells expressing the gene in each cell type. (**C**) Expression of protein CG8501 in the hemocyte detected by antibody staining against human CD59 protein. Protein CG8501 (magenta) was expressed in the cytosol and did not overlap with NimC1 (green) or phalloidin (white). Nuclei were stained by DAPI (blue). (**D**) Decrease in Hml+ hemocyte numbers in *CG8501* RNAi expressing mutants. Compared to wild-type hemocytes (*HmlΔ-Gal4 UAS-GFP Oregon R*), knockdown *CG8501* hemocytes (*HmlΔ-Gal4 UAS-GFP CG8501 RNAi*) show low *Hml* (green) and NimC1 (white) expressions. However, PPO1 (magenta)-positive mature crystal cells or the number of total hemocytes (DAPI, blue) did not change. (**E**) Quantification of Hml+ or NimC1+ hemocyte numbers in wild-type hemocytes (*Oregon R*) and knockdown *CG8501* hemocytes (*CG8501RNAi*) (**p < 0.001). Horizontal bars indicate median values. (**F**) Whole mount images of wild-type larvae (*Oregon R*) and larvae with Hml+ blood cell (*HmlΔ-Gal4 UAS-GFP CG8501 RNAi*). Magnified images are on the right. (**G**) A visualization of the phagocytic ability of *Drosophila* hemocytes. Hemocytes (green) showed reduced phagocytotic ability against *E*. *coli* (magenta, top) and *S*. *aureus* (magenta, bottom) in *CG8501* RNAi-expressing mutants (*HLT-Gal4 UAS-GFP CG8501 RNAi*). (**H**) Quantifications of the phagocytotic abilities of hemocytes against bacteria in panel **G** (***p < 0.0001). Horizontal bars indicate median values.

**Fig 5:**
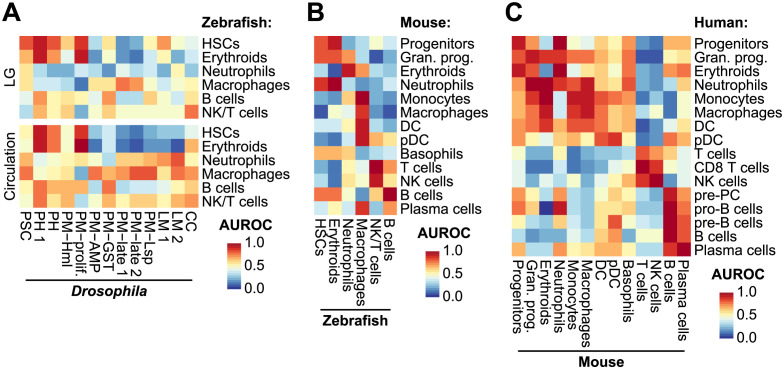
Unsupervised cross-species analysis using MetaNeighbor. MetaNeighbor AUROC values calculated using (**A**) *Drosophila* and zebrafish, (**B**) zebrafish and mouse, and (**C**) mouse and human immune cells. The MetaNeighbor analysis was performed using the pseudo-cell transformed expression data of the orthologous genes.

### *Drosophila CG8501*, orthologous gene of human *CD59*

CD molecules are leukocyte markers, which play important roles in immune development and activation and are commonly used in immunophenotyping for diagnostic purposes and cell annotations [32]. In *Drosophila*, the expression of CD orthologs highlights the functional conservation of CD genes in hemocyte immunity. For example, *croquemort* (*crq*), a well-known ortholog of *CD36*, functions in the removal of apoptotic cells [2]. We searched for the conservation of CD gene markers in *Drosophila* hemocytes and found six conserved hemocyte genes, including *crq* (Fig 4A). *visgun* (*vsg*), which is widely expressed in *Drosophila* hemocytes, was indicated as a *CD164* orthologue and has been recently established as a crucial marker for phagocytosis and immune activation upon *Photorhabdus luminescens* bacterial infection [33]. The tetraspanin 42E family genes, including *Tsp42Ed* and *Tsp42Ee*, were conserved as CD63 and expressed in plasmatocytes and adipohemocytes at 120 h AEL. Another tetraspanin family gene, *Tsp96F*, showed multiple homologies with human *CD9*, *CD81*, and *CD82*. The gene *CG8501* was homologous to human *CD59* and was enriched in plasmatocytes (120 h AEL) and adipohemocyte (Fig 4A and 4B).

To test the expression of CD proteins in hemocytes, we used antibodies targeting homologous CD protein epitopes in *Drosophila*. Three antibodies against human CD proteins, including CD63, CD164, and CD59, were found to recognize *Drosophila* hemocyte proteins. While the staining for CD63 and CD164 was weak in *Drosophila* hemocytes, the expression of anti-CD59, which potentially targets CG8501, was clearly visible in the cytoplasm of circulating hemocytes (S8A Fig). Compared to the wild type (*Oregon R*), the expression of CD59 was significantly reduced when *CG8501* was inhibited either through one-copy loss of *CG8501* (*Df(2R)BSC859/SM6a*) (S8A Fig) or *CG8501* RNAi in *Hml*^+^ hemocytes *(HmlΔ-Gal4 UAS-GFP UAS-CG8501 RNAi*) (Fig 4C). Conversely, no reduction was observed in deficiency mutants containing *Tsp42E* family genes (*Df(2R)BSC262/CyO*) or *vsg* (*Df(3L)BSC393/TM6C*), which target anti-CD63 and anti-CD164, respectively (S8A Fig). These results suggest that anti-CD59 specifically recognizes CG8501 in *Drosophila* hemocyte.

To better understand the function of CG8501 in hemocytes, we investigated whether *CG8501* RNAi modified the differentiation or proliferation of embryonically derived hemocytes. Interestingly, we observed a significant reduction in the number of *Hml*^+^ plasmatocytes in *CG8501* RNAi (*HmlΔ-Gal4 UAS-GFP CG8501 RNAi*) mutants (Fig 4D and 4E). However, this genotype did not alter the numbers of Pxn^+^ plasmatocytes, PPO1^+^ crystal cells, or total hemocytes (S8B and S8C Fig). A similar reduction was observed in whole larvae (Fig 4F), suggesting that *CG8501* is required for maintaining the number of *Hml*-expressing hemocytes. Consistently, we validated that mRNA levels of *Hml* were also decreased in hemocytes expressing *CG8501* RNAi, concomitant with reduced *CG8501* transcripts (S8D Fig). In addition to the reduction in *Hml*^+^ plasmatocytes, *CG8501* RNAi also reduced the number of Nimrod C1 (NimC1)-positive plasmatocytes (Figs 4C–4E and S8E). Downregulation of CG8501 caused an overall reduction of NimC1 at the membrane; however, the NimC1 expression between two juxtaposed membrane regions remained relatively stable (Fig 4C). It is interesting to note that there was a significant increase in *NimC1* transcripts and the overall level of NimC1 protein by *CG8501* RNAi (*HmlΔ-Gal4 UAS-GFP CG8501 RNAi*), contrasting with the NimC1 expression at the hemocyte membrane (S8D and S8E Fig). This incompatibility suggests that the loss of CG8501 alters the membrane localization of NimC1 in hemocytes, which in turn induces *NimC1* transcription and accumulates NimC1 proteins in larval hemocytes. Future studies will elucidate the significance of the transcriptional feedback loop involving *NimC1* and the distinct regulatory role of CG8501 in NimC1 membrane localization.

*Drosophila* NimC1 is a well-known transmembrane receptor expressed in hemocytes that is critical for bacterial phagocytosis [6,34]. To validate whether *CG8501* plays a role in phagocytosis associated with NimC1 and Hml expression, we cultured wild-type or *CG8501* RNAi hemocytes with bacteria *ex vivo* (*HLT-Gal4* UAS-*CG8501 RNAi*) (Fig 4G and 4H). Hemocytes expressing *CG8501* RNAi showed significantly decreased phagocytosis activity against both Gram-positive *Staphylococcus aureus* and Gram-negative *Escherichia coli* (Fig 4G and 4H). Overall, these findings indicate that CG8501 is required for the membrane expression of the phagocytotic receptor NimC1 as well as for the expression of *Hml* in hemocytes, which are crucial for their phagocytotic function.

### Transcriptome-wide similarities between immune cells

To further compare immune cell types across species, we leveraged an unsupervised approach using MetaNeighbor [35], which was used in a recent study to compare various model species at the atlas level [36]. MetaNeighbor predicts a cell’s type based on neighboring cells in the latent space and reports its confidence using the area under the receiver operating characteristic (AUROC). We used loose AUROC thresholds in this analysis because many immune cells were found in continuous rather than discrete cell clusters: 0.75 when comparing *Drosophila* to other species and 0.80 for other comparisons. The PH1 cells are a small subset of the prohemocyte population showing stem-like features. In both lymph glands and circulation, PH1 cells bore the closest resemblance to hematopoietic stem cells (HSCs) and erythroid cells from zebrafish (Fig 5A). Plasmatocytes, which constitute the most abundant type of hemocyte in *Drosophila*, have been proposed to share functional similarities with mammalian innate immune cells, including macrophages [2]. Our analysis confirmed that plasmatocytes from the 120 h AEL timepoint (PM-late2) and plasmatocytes expressing Lsp (PM-Lsp), whether in circulation or the lymph glands, showed the closest transcriptional resemblances to zebrafish macrophages. In contrast, proliferative plasmatocytes (PM-prolif) displayed a lesser degree of similarity to zebrafish macrophages but were similar to HSCs and erythroids (Fig 5A). This difference could be attributed to the proliferative characteristics shared between stem-like PH1 and PM-prolif cells, which initiates a developmental continuum of plasmatocyte differentiation in both the lymph gland and circulation [14,17]. In contrast, crystal cells and lamellocytes displayed transcriptional homologies with NK/T cells or neutrophils (Fig 5A). Moreover, AUROC thresholds for these cell types varied based on their origins, suggesting that the transcriptional characteristics of crystal cells and lamellocytes are not as distinct as those of plasmatocytes or prohemocytes.

Most immune cell types from zebrafish and mice showed many molecular similarities with the same cell types in mice and humans, respectively, indicating that molecular features of orthologous genes are well preserved between vertebrates (Fig 5B and 5C). For example, erythroids, neutrophils, and monocytes or macrophages from zebrafish and mice were matched to the same cell types from mice and humans, respectively. The NK and T cells from mice and humans formed a continuous cluster with shared transcriptomic features (Figs 3D, 3E and S5B–S5E), and the MetaNeighbor analysis also predicted similarities between these cell types (Fig 5B and 5C).

We also applied a supervised analysis by evaluating the enrichment of marker gene expression using gene set variation analysis (GSVA) [37]. First, cell type markers were studied in *Drosophila*, zebrafish, and mouse immune cell types by performing differentially expressed gene (DEG) analyses at the single cell level using MAST [38]. The GSVA performed on data from the more complex organisms using marker genes from the simpler model organisms (S9A, S9B and S10A Figs). For example, the expression of cell type markers from *Drosophila* was investigated in zebrafish. We found that marker genes of *Drosophila* PH1 cells and multiple plasmatocyte subtypes were expressed in zebrafish HSCs and macrophages, respectively (S10A Fig). However, certain plasmatocyte subtypes, such as PM-Hml or PM-AMP, from both the circulation and lymph gland resembled macrophages, a relationship that was not detected in the MetaNeighbor analysis. We repeated the comparative analysis based on annotations from Cho et al. and found similar trends; plasmatocytes from 120 h AEL and earlier developmental time points (PM in S9C Fig), in both circulation and lymph glands, showed similarities with macrophages (S9C Fig) [12]. For other cell types, there was a strong overlap between markers in *Drosophila* PHs and B and NK/T cells from zebrafish, which could be partly explained by markers co-occurring in NK/T or B cells and vertebrate progenitor cells (S9A and S9B Fig). This relationship was weakly observed in the unsupervised analysis (Fig 5A and 5B). Other molecular homologies between cell types in vertebrates that were observed in the supervised analysis were similar to those in the unsupervised analysis. Taken together, the results from both unsupervised and supervised analyses predicted largely similar trends: immune cell types in *Drosophila* show conservation with the innate immune cells from zebrafish, including macrophages, and PH1 cells were similar to HSCs at the molecular level.

### *Drosophila* hemocytes are preserved as myeloid cells in vertebrates

To summarize similarities between immune cells, we retained only high-confidence cell type pairs (Fig 6), which were defined as cell types with average scaled MetaNeighbor AUROC values and scaled GSVA enrichment scores above a 0.80 threshold or with reciprocal best hits in the MetaNeighbor analysis (see Methods section). For example, *Drosophila* PH1 cells showed the highest conservation score with HSCs followed by erythroids in zebrafish. Likewise, PM-late1, PM-late2, and PM-Lsp cells of larvae showed greater similarities with vertebrate monocytes, illustrating features shared by *Drosophila* hemocytes and innate immune cells in more complex organisms. We additionally analyzed the 13 *Drosophila* hemocyte clusters to immune cells of mice and humans and found similarities between comparable cell types (S10B and S10C Fig). In these results, PM-late2 and PM-Lsp clusters, which included most of PM 120 h AEL, showed the highest similarities with vertebrate myeloids.

**Fig 6:**
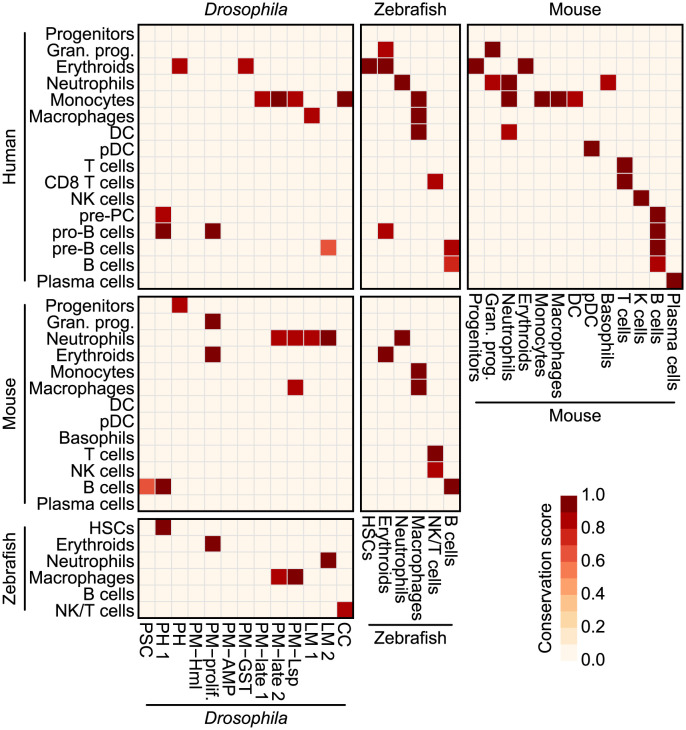
Conservation map of immune cells across species. A conservation score heatmap predicted by integrating MetaNeighbor predictions and GSVA scores. Conservation scores were calculated by averaging MetaNeighbor AUROC and scaled GSVA scores for each cell type pair. Only cell type pairs assigned with reciprocal best hits by MetaNeighbor or conservation scores above 0.8 were included.

In addition to the previous datasets acquired from the *Oregon R* strain, we sequenced 2195 circulating hemocytes from the *w*^*1118*^ strain using a different droplet-based scRNA-seq platform (10X Chromium 3’-seq) to test whether the results could be reproduced in a different genetic background. 

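Each of the 3 libraries held circulating hemocytes from 100 larvae of the w1118 strain, a laboratory background with a mutant white gene, at 120 h after egg laying (AEL). According to the sample labels, larvae were vortexed before dissection in cold medium, and the hemolymph was strained and centrifuged. Libraries were made with version 2 of the 10X Chromium 3′ kit, which counts each captured polyadenylated RNA molecule by a unique molecular identifier (UMI). The deposited UMI counts held 487, 715 and 814 cells in libraries 1, 2 and 3. Their totals were 12853797, 12392291 and 26695559 UMIs, with a median of 27730, 16308 and 33836.5 UMIs and of 3198, 2297 and 3424 detected genes per cell. The authors aligned the reads to BDGP 6.22 with Cell Ranger 3.1.0, removed low-quality cells and possible doublets, and transferred cell type labels from the lymph gland data with Seurat. In the deposited cells the mitochondrial share reached at most 9.97% and the lowest number of genes was 201. Here, the raw counts were summed over the cells of each annotated class in each library, and each class was compared with all other cells of the same libraries by edgeR's quasi-likelihood test, with the library as a block. A library entered with at least 5 cells of the class. Fold changes are given on the log2 scale with standard errors (SE), and levels as CPM (UMI counts scaled by the total). Levels with an SD are after TMM normalization, the scaling of library sizes in edgeR, and levels without an SD are pooled over cells and not normalized further. Gene lists were fixed before the data were examined and were tested with camera, which compares a list's genes with all other genes at a preset inter-gene correlation of 0.01. With a correlation estimated from the data, none of the 384 tests of lists kept an adjusted p under 0.05 (the smallest was 0.448), against 241 at the preset value, so each call of a list below rests on the preset value. Because the labels were transferred from the Drop-seq data, markers that the paper drew from those data are not independent evidence of what a class is. Cells were labelled by their own expression, so the genes called here also follow in part from the labelling. The labels do not say whether the libraries came from separate cultures or days, and p-values refer to these libraries only. With the library as a block, they rest on how the difference of a class from other cells varies between libraries. Only 2 residual degrees of freedom were left for this, and 1 for lamellocytes, GST-rich cells and PM 3. The test also borrows the spread of other genes, so a very small p does not stand for many replicates.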

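Plasmatocytes, the macrophage-like cells of the hemolymph, made up 81.7%, 85.0% and 68.4% of the cells in libraries 1, 2 and 3 (1563 of 2016 cells, mean 78.4% ± 8.79, SD, n = 3 libraries). CCs, which store the prophenoloxidases of melanization, made up 6.50% ± 3.59 (SD, n = 3, 143 cells). PHs outside PH1 made up 5.89% ± 5.63 (SD, n = 3, 130 cells), and PH1 cells 5.22% ± 3.06 (SD, n = 3, 95 cells). In the authors' low-depth cluster 4 lay 81 of the PHs and 36 of the PH1 cells. Without that cluster, a setting chosen after seeing the data, the shares were 2.56% and 3.42%, and with at least 500 genes per cell the share of PHs was 3.59%. GST-rich cells, named for their glutathione S transferases, made up 1.78% ± 1.41 (SD, n = 3, 33 cells), and 1.12% without library 1. The share of PHs differed between libraries by more than the counting error, with 12.3% in library 3 (95% Wilson interval 10.2% to 14.7%) against 3.70% (2.35% to 5.77%) in library 1 and 1.68% (0.96% to 2.91%) in library 2, and their mean was 2.69% without library 3. CCs were fewer in library 1, with 2.46% (1.42% to 4.26%), than in library 2, with 7.69% (5.96% to 9.88%), and library 3, with 9.34% (7.52% to 11.5%). No cell carried the label of the PSC, the niche of the lymph gland. This is 0 of the 2016 deposited cells, to which all shares here refer, and allows a share of up to 0.149% by counting error alone. Of the 6 PSC markers that the paper names, at least 1 was detected in 139 cells and at least 3 in 1 cell. Classes differed in depth, with a median of 1675 UMIs per PH and 3606 per PH1 cell against 23815 per plasmatocyte and 36437 per CC. In library 3, the low depth of PHs was largely that of cluster 4, since the PHs outside it had a median of 31476 UMIs. In library 1, only 8 of 18 PHs lay in cluster 4, yet the median over all 18 was 2737.5 UMIs.

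**Figure D1:**
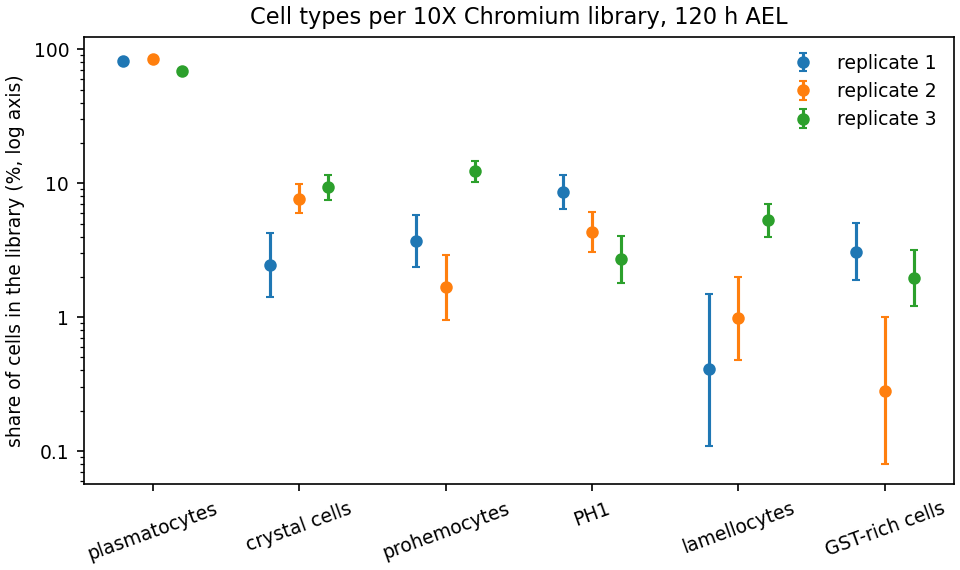
Share of cells of each annotated type in each 10X Chromium library (percent, log axis). Points are the 3 libraries and bars their 95% Wilson intervals, which cover counting error only; plasmatocytes lie between 68.4% and 85.0%, and every other type below 15%.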

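In plasmatocytes, the Nimrod receptors NimC1 and eater were higher than in all other cells taken as 1 sum. CCs held 394522 of 1344931, 1312314 of 1805665 and 4200599 of 7695535 UMIs of this sum in libraries 1, 2 and 3. The changes below therefore weigh CCs heavily and need not hold against each other class. NimC1, a phagocytosis receptor of the Nimrod family (FBgn0259896, chromosome 2L from 13973158 to 13976769 in the BDGP6.54 annotation), stood at 196 ± 59.1 CPM against 42.6 ± 25.9 (SD, n = 3 libraries), a log2 fold change of 2.32 (SE 0.30, adjusted p = 0.00709 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Eater, another Nimrod receptor, had a log2 fold change of 2.21 (SE 0.29, adjusted p = 0.00764 from the same edgeR test). CG8501, which the paper relates to vertebrate CD59, stood at 4150 ± 2354 CPM against 859 ± 452 (SD, n = 3), a log2 fold change of 2.23 (SE 0.24, adjusted p = 0.00492 from the same edgeR test). Of the 11 plasmatocyte markers that the paper names, 10 were higher and none was lower (11 higher when adjusted over the list alone, camera adjusted p = 9.11e-11, adjusted p = 0.448 with an estimated correlation), which is not independent evidence. Plasmatocytes also held more RNA of the extracellular matrix, which hemocytes secrete into basement membranes. Of 15 matrix genes tested, 11 were higher and none was lower (13 higher when adjusted over the list alone, camera adjusted p = 7.18e-11, adjusted p = 0.495 with an estimated correlation). Among them, the laminin subunit LanB2 had a log2 fold change of 1.96 (SE 0.29, adjusted p = 0.0105 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of 22 phagocytosis receptors and opsonins, 9 were higher, 2 were lower and 11 did not pass the test (11 higher and 5 lower when adjusted over the list alone, camera adjusted p = 0.00472, adjusted p = 0.540 with an estimated correlation). In all, 228 of 7149 genes were higher and 542 were lower in plasmatocytes. Without library 2, 54 were higher and 303 were lower, and without the library as a block 134 were higher.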

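Of the prophenoloxidases, CCs held PPO1 and PPO2 at higher levels than any other class. PPO2 (FBgn0033367, chromosome 2R from 9042261 to 9044709) had a log2 fold change of 10.28 against all other cells (SE 1.16, adjusted p = 3.75e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and PPO1 of 9.57 (SE 0.94, adjusted p = 1.01e-05 from the same edgeR test). They are paralogs that may share reads, so their separate values are uncertain. A UMI of PPO1 was found in 100% of CCs and, at the lower depth of plasmatocytes, in 72.5% of those cells, which should lack it. After each cell was thinned to 1000 UMIs, the shares were 100% and 22.7%. The Runx factor lz, required for the CC fate, had a log2 fold change of 9.21 (SE 0.48, adjusted p = 2.47e-07 from the same edgeR test), and the zinc finger factor peb of 7.99 (SE 0.45, adjusted p = 3.26e-07). The 12 genes of CCs and melanization on a fixed list were all higher (12 when adjusted over the list alone, camera adjusted p = 3.73e-31, adjusted p = 0.448 with an estimated correlation), and all 12 are also among the markers in S1 Table. Of 5 genes of the Notch pathway, which specifies CCs, 3 were higher and 2 were lower (3 and 2 when adjusted over the list alone, camera adjusted p = 0.00346, adjusted p = 0.448 with an estimated correlation). The receptor N had a log2 fold change of 2.96 (SE 0.30, adjusted p = 1.36e-05 from the same edgeR test). Heat shock proteins were higher in CCs too, with 8 of 11 higher and none lower (9 higher when adjusted over the list alone, camera adjusted p = 1.17e-04, adjusted p = 0.540 with an estimated correlation). Among these chaperones, Hsp83 rose by 2.76 on the log2 scale (SE 0.35) and DnaJ-1 by 3.00 (SE 0.38). Of 30 cell cycle genes, 22 were lower and none was higher (24 lower and 1 higher when adjusted over the list alone, camera adjusted p = 2.76e-07, adjusted p = 0.540 with an estimated correlation). In all, 1002 of 6830 genes were higher and 1339 were lower. Without library 3, 579 were higher and 525 were lower, and without library 2, 666 were higher.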

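PHs were marked by Ance, a homolog of angiotensin-converting enzyme (FBgn0012037, chromosome 2L from 13905645 to 13909212), at 2101 ± 826 CPM against 366 ± 62.5 in all other cells (SD, n = 3 libraries). Its log2 fold change was 2.47 (SE 0.31, adjusted p = 1.25e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Tep4, a thioester-containing protein used as a PH marker, had a log2 fold change of 1.47 (SE 0.29, adjusted p = 0.000868 from the same edgeR test), and the antimicrobial peptide Dro of 2.25 (SE 0.38, adjusted p = 0.000132). Of 8 PH markers that the paper names, 4 were higher and none was lower (6 higher when adjusted over the list alone, camera adjusted p = 2.78e-07, adjusted p = 0.448 with an estimated correlation), which is not independent evidence. All 11 plasmatocyte markers were lower (11 when adjusted over the list alone, camera adjusted p = 7.17e-20, adjusted p = 0.448 with an estimated correlation), as were 13 of the 15 matrix genes (15 when adjusted over the list alone, camera adjusted p = 5.52e-21, adjusted p = 0.448 with an estimated correlation). In the authors' cluster 4, whose cells held a median of 1084.5 UMIs, Ance stood at 158 CPM in PHs against 3440 CPM in the PHs of cluster 0. In 13 PHs of cluster 4, all from library 3, over 0.5% of the UMIs of each cell lay in genes of the gut list. These cells were chosen by that share, which was 3.90% over all 13. Of these 5811 gut UMIs, 4599 came from 1 cell, and in the other 12 cells the share was 1.52%. The pan-hemocyte genes srp, He, Hml and Pxn stood in the PHs of cluster 4 at 0.304 (95% interval 0.0985 to 0.708), 0.107 (0.0130 to 0.387) and 0.0507 (0.0395 to 0.0640) of their level in all other cells of libraries 1, 2 and 3. In library 3, the PHs outside cluster 4 held them at 0.584 of the level in plasmatocytes (0.563 to 0.606). In all, 88 of 6805 genes were higher and 407 were lower in PHs. Without cluster 4, an alternative chosen after seeing the data, 143 were higher and 638 were lower, and without the library as a block, 16 and 104.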

The population mostly consisted of plasmatocytes (*n* = 1620), while a small number of PSC cells, PHs, and CCs were also detected compared to the numbers seen in the Drop-seq datasets (S11A–S11C Fig). Although it was unlikely that we would observe lamellocytes in healthy animals, we did identify both lamellocyte subtypes (80 cells), indicating that cells may have experienced stress during sample preparation [39]. 

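Lamellocytes, flat cells that encapsulate parasitoid eggs, were annotated in 2, 7 and 43 cells of libraries 1, 2 and 3 (0.41%, 0.98% and 5.28%, mean 2.22% ± 2.66, SD, n = 3 libraries, and 0.69% without library 3). All 52 carried the label LM 2. Libraries 2 and 3 entered the tests. The lamellocyte surface protein atilla (FBgn0032422, chromosome 2L from 12175451 to 12177886 in the BDGP6.54 annotation) stood at 8596 ± 314.5 CPM against 18.6 ± 13.4 in all other cells (SD, n = 2 libraries), a log2 fold change of 9.04 (SE 0.26, adjusted p = 7.35e-235 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). A UMI of atilla was found in 82.7% of lamellocytes, at a median of 33701.5 UMIs per cell, and in 20.0% of plasmatocytes, at 23815. After thinning to 1000 UMIs, the shares were 81.4% and 1.69%. All 10 lamellocyte markers that the paper names were higher (10 when adjusted over the list alone, camera adjusted p = 3.51e-15, adjusted p = 0.448 with an estimated correlation), which is not independent evidence.

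Integrins and the cytoskeleton, on which the flat shape of lamellocytes rests, were higher as a group. Of 29 such genes, 24 were higher and 1 was lower (25 and 2 when adjusted over the list alone, camera adjusted p = 1.20e-15, adjusted p = 0.528 with an estimated correlation). The integrin subunits ItgaPS4 and mys had log2 fold changes of 9.64 (SE 0.47) and 3.16 (SE 0.33), the spectraplakin shot, which links actin and microtubules, of 4.23 (SE 0.32), and betaTub60D, a tubulin whose paralogs may share reads, of 5.89 (SE 0.25). Beside this group, the muscle gene TpnC73F, a troponin C, stood at 588 CPM in the lamellocytes of library 3 against 0.895 in its plasmatocytes. Of 15 genes of glycolysis and sugar uptake, 9 were higher and 1 was lower (10 and 1 when adjusted over the list alone, camera adjusted p = 1.52e-07, adjusted p = 0.448 with an estimated correlation). The lactate dehydrogenase Ldh had a log2 fold change of 9.75 (SE 0.50), the trehalose transporter Tret1-1 of 9.15 (SE 0.46) and the trehalase Treh of 5.73 (SE 0.35). Cell cycle genes were lower, with 21 of 30 lower and none higher (27 lower when adjusted over the list alone, camera adjusted p = 7.71e-10, adjusted p = 0.572 with an estimated correlation). Of the 11 plasmatocyte markers, all were lower (11 when adjusted over the list alone, camera adjusted p = 1.63e-08, adjusted p = 0.534 with an estimated correlation).

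Heat shock proteins, chaperones induced by stress, moved in both directions. Of 11 tested, 2 were higher, 6 were lower and 3 did not pass the test (2 and 8 when adjusted over the list alone). As a list they lay at the threshold on the lower side (camera adjusted p = 0.0467, adjusted p = 0.572 with an estimated correlation, and adjusted p = 0.526 with plasmatocytes as the other arm). The first match of the list, which took in a gene of another family through a shared name, gave an adjusted p of 0.056 by camera, and it was corrected after that value was seen. The co-chaperone stv had a log2 fold change of 4.12 (SE 0.46, adjusted p = 7.96e-18 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The small heat shock proteins Hsp23, Hsp26 and Hsp27, which prevent protein aggregation, had log2 fold changes of -5.21 (SE 0.33), -3.42 (SE 0.40) and -5.42 (SE 0.44). DnaJ-1 was higher, with 1.08 (SE 0.34), but stood at -0.44 after thinning. Hsp68, with -1.14 (SE 0.41), and Hsp70Bc, with -2.20 (SE 0.58) and uncertain because the Hsp70 copies share reads, turned to 0.79 and 0.86 against plasmatocytes alone. Hsp60A, a mitochondrial chaperone, had -0.91 (SE 0.34). Hsp83 (log2 fold change -0.52, SE 0.26, adjusted p = 0.144 from the same edgeR test) and Hsp70Aa (0.32, SE 0.98, adjusted p = 0.875) did not pass the test. In all, 865 of 6929 genes were higher in lamellocytes and 771 were lower. Without the library as a block, 523 were higher and 272 were lower, and without the 5% of cells with the most UMIs, 459 and 345. From the presence of lamellocytes in larvae that were not challenged, the paper proposes that cells may have been stressed while samples were prepared. Stress alike in all cells of a library would leave no difference between its classes, so these comparisons cannot test it.

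**Figure D2:**
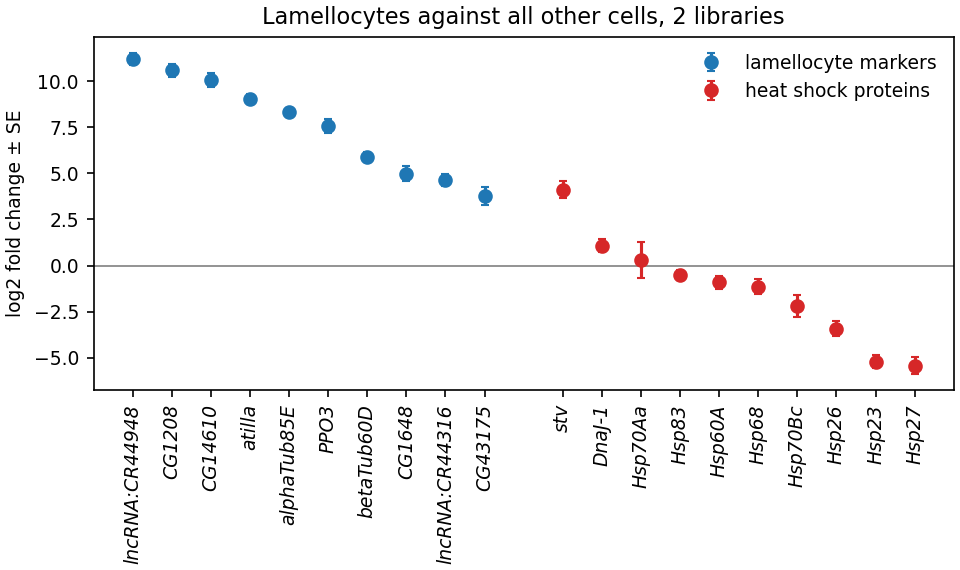
Log2 fold changes of lamellocytes against all other cells in libraries 2 and 3, with bars of 1 SE, for the 10 lamellocyte markers named by the paper and for 10 heat shock proteins. All markers lie above 0, from 11.22 for lncRNA:CR44948 downward; the heat shock proteins run from 4.12 for stv to -5.42 for Hsp27. Hsp67Bc, with 0 UMIs in the lamellocytes of these libraries, is not drawn.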

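The deposited annotation divides the plasmatocytes into PM 1 to PM 4, and PM 3 and PM 4 were compared with all other plasmatocytes after these labels were seen. In PM 4 (66, 36 and 14 cells in libraries 1, 2 and 3), genes of the response to ecdysone, the steroid hormone that starts metamorphosis, were higher. Of 14 tested, 4 were higher and none was lower (8 higher when adjusted over the list alone, camera adjusted p = 1.68e-08, adjusted p = 0.448 with an estimated correlation). Of 10 fat body genes, 1 was higher and none was lower (1 higher when adjusted over the list alone, camera adjusted p = 0.0366, adjusted p = 0.615 with an estimated correlation). The transcription factor Eip93F stood at 43.8 ± 7.75 CPM against 1.39 ± 1.00 (SD, n = 3 libraries), a log2 fold change of 5.20 (SE 0.64, adjusted p = 0.0454 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The nuclear receptor Eip78C had a log2 fold change of 3.20 (SE 0.33, adjusted p = 0.0454 from the same edgeR test). Of 8 heat shock proteins, 3 were higher, none was lower and 5 did not pass the test (6 higher when adjusted over the list alone, camera adjusted p = 5.80e-07, adjusted p = 0.448 with an estimated correlation). The 3 are small heat shock proteins, Hsp23 with a log2 fold change of 3.51 (SE 0.47, adjusted p = 0.0491 from the same edgeR test), Hsp26 with 3.33 (SE 0.41) and Hsp27 with 2.28 (SE 0.27). CG8501 (FBgn0033724, chromosome 2R from 12383045 to 12384520), the gene related to CD59, was higher in PM 4 by 0.87 (SE 0.11, adjusted p = 0.0454 from the same edgeR test), and Ama, an immunoglobulin-domain protein that the paper names beside it, had a log2 fold change of 2.27 that did not pass the test (SE 0.34, adjusted p = 0.0558). The matrix protein Ppn had a log2 fold change of -3.49 (SE 0.30, adjusted p = 0.0408 from the same edgeR test). No single cell cycle gene of 30 passed the test over all genes, but 25 were lower when adjusted over the list alone (camera adjusted p = 8.63e-21, adjusted p = 0.448 with an estimated correlation, fry adjusted p = 0.0122). Of the 50 markers of the PM-late2 group in S1 Table, 13 were higher and none was lower (42 higher when adjusted over the list alone, camera adjusted p = 6.41e-46, adjusted p = 0.448 with an estimated correlation). Of 48 markers of PMs at 120 h AEL, 8 were higher and none was lower (30 and 1 when adjusted over the list alone, camera adjusted p = 6.03e-18, adjusted p = 0.448 with an estimated correlation). Neither list is independent evidence. In all, 33 of 6609 genes were higher in PM 4 and 9 were lower. Without libraries 1, 2 or 3 in turn, 76, 134 and 1039 were higher and 30, 77 and 830 were lower. In the authors' clustering, 65 and 35 PM 4 cells of libraries 1 and 2 lay in cluster 5, but 12 of the 14 of library 3 lay in cluster 9, which also holds 32 of the 33 GST-rich cells. The tetraspanin Tsp42Ed, at 80.9 and 88.3 CPM in PM 4 of libraries 1 and 2, stood at 1720 in library 3. With the size factors of DESeq2, 3 were higher and 1 was lower, and edgeR without the library as a block called 0 in either direction (1230 genes at an unadjusted p under 0.05), against 231 higher and 177 lower by DESeq2's Wald test with the block.

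PM 3 (50 and 81 cells in libraries 1 and 2 and 0 in library 3) was marked by fewer transcripts of the cell cycle. Of 30 cell cycle genes, 22 were lower and none was higher (26 lower when adjusted over the list alone, camera adjusted p = 1.10e-33, adjusted p = 0.448 with an estimated correlation). The phosphatase stg, which drives entry into mitosis, had a log2 fold change of -2.95 (SE 0.18, adjusted p = 1.74e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Genes of the lysosome and its proton pump were higher, 13 of 19 with none lower (16 higher and 1 lower when adjusted over the list alone, camera adjusted p = 1.88e-10, adjusted p = 0.506 with an estimated correlation), among them the protease cathD by 0.53 (SE 0.05). Of 10 late plasmatocyte markers that the paper names, 7 were higher and 1 was lower (7 and 1 when adjusted over the list alone, camera adjusted p = 1.12e-08, adjusted p = 0.540 with an estimated correlation), with Ama at 0.92 (SE 0.05), fat-spondin at 0.64 (SE 0.05) and CG8501 at 0.51 (SE 0.03). Hml, which encodes the clotting protein hemolectin, had a log2 fold change of -0.61 (SE 0.06). Of 50 PM-late2 markers, 40 were higher and 1 was lower (42 and 1 when adjusted over the list alone, camera adjusted p = 9.05e-41, adjusted p = 0.506 with an estimated correlation). In all, 437 of 6555 genes were higher and 305 were lower in PM 3. The authors' clustering places PM 3 largely in different clusters in its libraries, with 33 of 50 cells of library 1 in cluster 5 and 59 of 81 cells of library 2 in cluster 2. Without the library as a block, edgeR called 0 in either direction (538 genes at an unadjusted p under 0.05), and DESeq2's Wald test with the block called 121 higher and 61 lower.

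**Figure D3:**
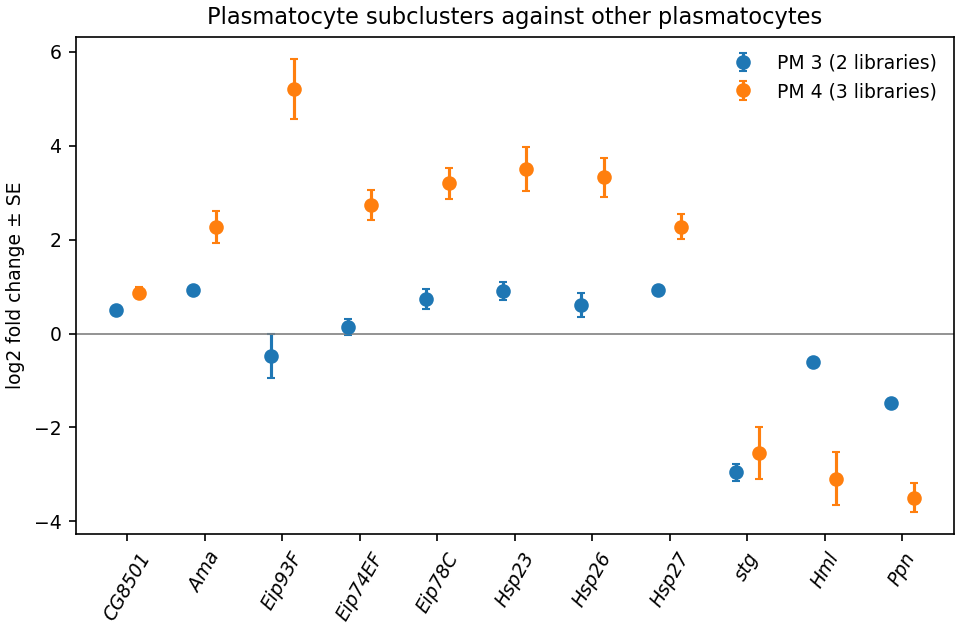
Log2 fold changes of PM 3 (libraries 1 and 2) and PM 4 (libraries 1, 2 and 3) against the other plasmatocytes, with bars of 1 SE. CG8501 lies above 0 in both, at 0.51 and 0.87, and Ppn below 0 in both, at -1.48 and -3.49.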

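PH1 cells (42, 31 and 22 cells in libraries 1, 2 and 3) held more transcripts of the Notch pathway and the cell cycle than all other cells, and fewer of plasmatocytes. The Notch ligand Dl stood at 112 ± 4.38 CPM against 0.186 ± 0.156 in all other cells (SD, n = 3 libraries), a log2 fold change of 9.25 (SE 0.48, adjusted p = 0.000131 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of 9 Notch pathway genes, 6 were higher and none was lower (6 when adjusted over the list alone, camera adjusted p = 9.41e-06, adjusted p = 0.448 with an estimated correlation), and 9 of the list's 15 genes are also PH1 markers in S1 Table. The gap junction genes ogre (FBgn0004646, chromosome X from 6973620 to 6991318) and Inx2 had log2 fold changes of 9.35 (SE 0.56) and 5.93 (SE 0.29), and the transcription factors zld and hth of 6.59 (SE 0.49) and 5.57 (SE 0.46). Inx2 and hth are also on the list of imaginal disc and epithelium genes. All 8 PH1 markers tested were higher (8 when adjusted over the list alone, camera adjusted p = 2.67e-18, adjusted p = 0.448 with an estimated correlation), which is not independent evidence. Of 30 cell cycle genes, 16 were higher and none was lower (25 higher when adjusted over the list alone, camera adjusted p = 4.36e-09, adjusted p = 0.534 with an estimated correlation).

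The GATA factor srp, required in hemocytes, had a log2 fold change of -4.48 in PH1 (SE 0.64, adjusted p = 0.00341 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the plasmatocyte genes Hml and Pxn of -5.23 (SE 0.93) and -5.13 (SE 0.98). Of 22 phagocytosis genes, 18 were lower and 1 was higher (19 and 1 when adjusted over the list alone, camera adjusted p = 2.23e-08, adjusted p = 0.455 with an estimated correlation). Pan-hemocyte genes stood at 442.5, 16.4 and 28.5 CPM in the PH1 cells of libraries 1, 2 and 3, which is 0.17, 0.01 and 0.01 of their level in plasmatocytes. Genes of neurons and of imaginal discs were higher in the same cells. Nephrocyte and heart genes, with 5, 2 and 10 UMIs, stood 12.5-fold (3.60 to 35.2), 6.11-fold (0.690 to 25.3) and 30.1-fold (13.5 to 60.5) above plasmatocytes in libraries 1, 2 and 3. Of 6 muscle genes none passed the test, and of 9 fat body genes none was higher and 1 was lower (7 lower when adjusted over the list alone, camera adjusted p = 0.0490, adjusted p = 0.676 with an estimated correlation). Of 9 neuron and glia genes, 8 were higher and none was lower (8 when adjusted over the list alone, camera adjusted p = 4.08e-10, adjusted p = 0.448 with an estimated correlation), among them Appl, the homolog of the amyloid precursor protein, by 10.51 (SE 0.62), the synaptic vesicle gene nSyb by 8.51 (SE 0.77) and the neuronal RNA-binding protein elav by 5.97 (SE 0.29). Appl had 88 UMIs in PH1 cells and nSyb 38, and 41 of the 50 UMIs of Appl in library 3 came from 1 cell. A UMI of elav was found in 52.6% of PH1 cells, at a median of 3606 UMIs, and in 8.96% of plasmatocytes, at 23815. Of 11 imaginal disc and epithelium genes, 9 were higher and 1 was lower (9 and 2 when adjusted over the list alone, camera adjusted p = 6.11e-12, adjusted p = 0.448 with an estimated correlation), and 7 of the list's 18 genes are also PH1 markers in S1 Table. Among the genes higher were fj by 8.38 (SE 0.71), grh by 7.71 (SE 0.66) and shg, the E-cadherin gene, by 6.47 (SE 0.49). In all, 830 of 6969 genes were higher in PH1 and 987 were lower. Without library 1, 246 were higher and 373 were lower, and without library 2, 496 and 642.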

We performed marker gene enrichment and clustering-based prediction analyses with the same criteria as described above and found that late-stage plasmatocyte subtypes, such as PM-late2 or PMs (120 h AEL), and PH1 of Cho et al.’s annotation were matched to zebrafish macrophages and HSCs, respectively (S11D Fig) [12]. These results confirm that the major populations of *Drosophila* hemocytes show similarities with myeloid cells in vertebrates.

## Discussion

We performed a cross-species comparative analysis of the hematopoietic system, utilizing scRNA-seq datasets from *Drosophila* and three other vertebrate organisms. First, we carefully integrated data from *Drosophila* lymph glands and circulating hemocytes collected under normal and wasp-infected conditions at specific developmental time points based on the cell types identified in the lymph gland. Next, we integrated and compared data from six publicly available scRNA-seq studies of *Drosophila* hemocytes to provide a comprehensive profile with all available information. By employing uniform parameters, we successfully merged transcriptome profiles from different datasets and classified hemocyte cells into 17 distinct clusters, including six plasmatocytes, two lamellocytes, two prohemocytes, and one PSC cell subtype. Furthermore, through a cross-species analysis, we confirmed the similarity between plasmatocytes and vertebrate myeloid cells, particularly macrophages or monocytes, as shown by the expression of several functionally conserved genes. In addition, our investigation revealed intriguing transcriptional similarities between stem cell-like PH1 cells and vertebrate HSCs and progenitor cells. Lastly, we identified the conservation of a plasmatocyte marker, *CG8501*, with CD59 in vertebrates, and demonstrated its role in phagocytosis and the development of Hml^+^ hemocytes.

After several single-cell transcriptome analyses of *Drosophila* hemocytes [12,14,17–20], additional efforts have been made to provide a comprehensive view of these previous studies [16,40]. Cattenoz and colleague performed a detailed comparison between three studies focusing on circulating hemocytes and classified them based on distinct marker genes [40]. Their approach consistently categorized lamellocytes and crystal cells, a phenomenon also observed in this study. Plasmatocytes, on the other hand, exhibited less consistent correlations across studies but could be classified into five subgroups using representative marker genes. Our systematic analysis, conducted with a unified annotation, discovered remarkable consistency among all datasets, leading us to subdivide plasmatocytes into seven groups, largely reflecting the five subgroups identified in the previous review [40]. For example, PM-prolif represents a proliferative subgroup commonly annotated in most studies, while PM-AMP designates plasmatocytes expressing antimicrobial peptides. The group PM-Lsp shares similar markers with secretory plasmatocytes, and PM-Hml indicates specific but less differentiated plasmatocytes, possibly demonstrating a higher degree of plasticity. Notably, we consistently identified hemocytes expressing the PSC marker genes across all datasets, regardless of their origins. This observation aligns well with the presence of Antp^+^ hemocytes in adult [41,42] and pupal hemocyte populations [43]. These findings together suggest that Antp^+^ hemocytes should be considered a valid population in larval circulation. Furthermore, our study confirms the transcriptional similarities between circulating and lymph gland hemocytes, utilizing datasets acquired from multiple analytical platforms. The cross-comparison of two lymph gland transcriptome profiles validated largely identical clustering. The collaborative efforts to establish a transcriptional classification of larval hemocytes have provided a solid foundation for the confident cross-confirmation of the datasets and subgroups of hemocyte types, along with their associated marker genes. These findings will stimulate future studies aimed at uncovering novel functions of hemocytes during animal development and homeostasis.

While *Drosophila* genes are well-conserved in vertebrates, only 24.09% of these conserved genes are expressed in vertebrate hematopoietic lineage cells. This limited conservation of immune-related genes between invertebrates and vertebrates can be attributed in part to the absence of an adaptive immune system in *Drosophila*. Our analysis demonstrated that orthologous genes from *Drosophila* and zebrafish successfully distinguish most immune cell types in each species. However, zebrafish lymphocytes appeared mixed together in *t*-SNE plots (Figs 3C and S5B). This suggests that while orthologous genes can distinguish lymphocytes from other immune cell types, there are no genes that distinctly describe the functions or features of T or B cells in *Drosophila* genomes. For example, recombination-activating genes, *RAG1* and *RAG2*, are absent from the *Drosophila* genome but present in zebrafish. Thus, it is possible that precursors of these genes might have invaded the genome as RAG transposons and became activated in early vertebrate ancestors, such as cartilaginous fish, prompting the emergence of the complex repertoire of B and T cell receptor genes through recombination [1].

*Drosophila* hemocytes have traditionally been considered myeloid-like cells. However, the transcriptional similarities between hemocytes and vertebrate myeloid cells have remained uncertain. Our study addressed this long-standing question and revealed several parallels between *Drosophila* hemocytes and vertebrate immune cells, particularly those belonging to the myeloid lineage. The functional resemblance between plasmatocytes and vertebrate monocyte and macrophage cells has been well-established, and our study confirms this similarity exists at the transcriptome level (Fig 6). Plasmatocytes under unchallenged control conditions are largely inactive, and the presence of plasmatocytes in late-stage larvae (PM-late1, 2, and PM-Lsp) may indicate a developmental activation of plasmatocytes prior to pupariation. Interestingly, it was these late-stage plasmatocytes that showed transcriptional similarities with vertebrate macrophages, while plasmatocytes from earlier stages did not exhibit any correlation. It would be interesting to compare pupal and adult plasmatocytes with vertebrate macrophages to determine their similarity and compare it to that of larval plasmatocytes. Another unexpected observation is the significant similarities between some hemocyte types and vertebrate immune cells, including between lamellocytes and neutrophils. This discovery underscores the need for future investigations to correlate the functional and transcriptional similarities between *Drosophila* hemocytes and neutrophils. In addition, PH1 cells specifically showed similarities to HSCs in zebrafish. However, the relationship was less preserved in mouse and human cells (Figs 6 and S10C). This observation could be the result of two factors: 1) the number of genes with conserved expression patterns that allow similarities to be delineated between *Drosophila* cells and mouse or human cells is much lower than that between *Drosophila* and zebrafish cells and 2) the degree of progenitor clustering is different for mice and humans than it is for *Drosophila* PH1 cells or zebrafish HSCs. Because the progenitor clusters for mice and humans formed continuous trajectories with other differentiated cell types, HSCs, which are tightly maintained as a small subpopulation of progenitors, could not be detected in our clusters. However, based on *hth* expression in *Drosophila* PH1 cells or *meis1b* expression in zebrafish HSCs, which about 50% of cells in each cluster express, about 20–50% of the mouse and human progenitor cells could be defined as HSCs. Detailed subclustering of this population and additional scRNA-seq analysis of progenitor cells from zebrafish could pinpoint the exact cell types that are the most similar to the *Drosophila* PH1 cells.

In summary, our cross-species comparative analyses provide the first comprehensive snapshot of conservation between *Drosophila* hemocytes and vertebrate immune cells at the transcriptome level. We also updated Fly scRNA-seq Database 2.0 (http://big.hanyang.ac.kr/flyscrna), where users can freely explore our data to mine signature or conserved genes of interest. We anticipate that our research will help create a better understanding of *Drosophila* hematopoiesis and its relation to that of other hematopoietic systems.

## Methods

### Single-cell RNA sequencing of circulating *Drosophila* hemocytes

One hundred larvae were dissected for one scRNA-seq library. Larvae were vortexed 1 min prior to dissection, and 20 larvae were sacrificed in 10 μl of ice-cold Schneider’s medium (Gibco, 21720024). Collected hemolymph was passed through a 40 μm cell strainer (Corning, 352340) and centrifuged at 7000 rpm at 4°C for 5 min. After removal of the supernatant, 1x filtered PBS was added. After cell preparation, scRNA-seq libraries were generated using the 10X Chromium 3’ v2 kit (10X Genomics) following the manufacturer’s protocol.

### Processing of *Drosophila* Drop-seq scRNA-seq data

Drop-seq UMI count matrices were downloaded from our previous study, accession # GSE141273 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE141273) [12]. The gene annotation version was updated using an FBgn to Annotation ID conversion table from FlyBase (https://flybase.org; fbgn_annotation_ID_fb_2019_03.tsv) to match gene IDs between datasets (BDGP 6.02 ➔ 6.22). Because the UMI matrices were already preprocessed (i.e., the filtration of low-quality cells based on UMI, gene count, and mitochondrial content thresholds), no further filtration was performed for lymph gland datasets. For circulation datasets, a few outlier cells were first filtered using UMI count thresholds: a UMI count > 50,000 for wild-type 96 and 120 h AEL cells, a UMI count > 70,000 for wasp-infected 96 h AEL cells, and a UMI count > 55,000 for wasp-infected 120 h AEL cells. Cells having UMI counts higher than two standard deviations from the mean were also removed to exclude possible multiplets. Low-quality cells were further removed using gene count thresholds: a gene count < 200 for wild-type 96 and 120 h AEL cells, a gene count < 300 for wasp-infected 96 h AEL cells, and a gene count < 400 for wasp-infected 120 h AEL cells. The mitochondrial contents in circulating hemocytes were a bit higher than those in cells from lymph glands (in which a threshold of < 10% was used), so we applied 20% as a lower threshold.

Cell type annotations in circulating hemocytes from wild-type and wasp-infected larvae were transferred from those of the lymph gland datasets using “FindTransferAnchors()” and “TransferData()” functions with default parameters in the R package *Seurat* [44]. Minor cells (< 0.1% of the total population) and non-hematopoietic cells (posterior signaling center cells, dorsal vessel cells, ring gland cells, and neurons) in circulation datasets were removed. After these adjustments, 43,891 cells remained: 2210 from wild-type lymph glands, 72 h AEL; 9399 from wild-type lymph glands, 96 h AEL; 7783 from wild-type lymph glands, 120 h AEL; 10,158 from wasp-infected lymph glands, 96 h AEL; 995 from wild-type circulation, 96 h AEL; 1356 from wild-type circulation, 120 h AEL; 5674 from wasp-infected circulation, 96 h AEL; and 6376 from wasp-infected circulation, 120 h AEL. The UMI counts from all datasets were then normalized, log-transformed, and scaled, and a PCA analysis was performed to select the number of significant principal components (PCs, 50 in this analysis). A total of 8 datasets were integrated using Harmony with the default parameters [45], and *t*-SNE and UMAP plots were generated using the selected numbers of PCs.

### Integration of five public scRNA-seq datasets

We downloaded available raw scRNA-seq data and cell annotations from public repositories. The raw data of Fu et al. was provided by authors via personal communication [18]. The data was clustered and annotated based on markers reported in the original paper. The cell annotation of Girard et al. was provided by the first author via personal communication [19]. All raw *Drosophila* datasets were analyzed using the same genome version (BDGP 6.22, accession code: GCA_000001215.4) for fair comparison, except for two InDrops samples from Tattikota et al., due to technical issues in the analytic pipeline [14]. Processed count data were downloaded for these samples and the gene annotation was updated to be compatible with BDGP 6.22 by matching gene IDs.

All datasets were aligned to the *Drosophila* genome and quantified using CellRanger with the reference genome (BDGP 6.22) and matched gene annotations. The resulting UMI count matrices were analyzed using *Seurat* v4. To filter low-quality cells, library-specific thresholds for gene counts and proportions of mitochondrial (MT) genes were used: ≥ 500 genes and < 20% MT for Cattenoz et al. [17]; ≥ 500 genes and < 10% MT for Fu et al. [18]; ≥ 1500 genes and < 5% MT for Girard et al. [19]; ≥ 200 genes and < 40% (C1_Uninf, C3_Inf) or 30% MT (others) for Leitão et al. [20]; ≥ 250 genes (replicate 1) or 500 genes (replicate 2) and < 25% MT for the 10X data of Tattikota et al. [14]; and ≥ 500 genes (replicate 3) or 100 genes (replicate 4) and < 20% MT for the InDrops data of Tattikota et al. For each sequencing library, cells having UMIs higher than the mean + 2 standard deviations were removed (S3A Fig and S2 Table).

The cell annotations of Cattenoz et al., Girard et al., Leitão et al., and Tattikota et al. were assigned by matching barcode sequences, while cells that were additionally included in this study were inferred using label transfer analysis [14, 17, 19, 20]. The scRNA-seq data of Fu et al. was clustered at a resolution of 0.3 and annotated using marker genes reported in the original study [18]. For each dataset, label transfer analysis was performed to infer cell type/state annotations between studies. A total of 128,542 cells from five public datasets and Drop-seq datasets were integrated using Harmony. Sixty-one PCs were used to cluster cells at a resolution of 0.5, identifying 17 clusters. Based on the marker gene expression and annotations from the previous studies, six major cell types (PSC, PH1, PH, PM, LM, and CC) were identified, showing the highest diversity in plasmatocytes. Four small clusters were removed in the subsequent analyses: two clusters originating from InDrops from Tattikota et al. [14] (“Hsp” and “Unknown” in Fig 2); another cluster enriched with muscle-specific marker genes, such as *Mlc1* or *Mlc2* (“Muscle” in Fig 2); and the last cluster, originating primarily from Leitão et al. [20], was enriched with male-specific genes, such as *Mst84Da* or *S-Lap7* (“S-Lap” in Fig 2).

### Processing the *Drosophila* 10X Chromium scRNA-seq data

Three 10X Chromium scRNA-seq datasets were aligned to the *Drosophila* reference genome (BDGP 6.22) and quantified using CellRanger v3.1.0. The UMI count matrices were aggregated and possible doublets having UMI counts higher than two standard deviations from the mean and low-quality cells (mitochondrial contents > 10% or gene counts < 200) were removed using *Seurat*. Data from the remaining 2216 cells were normalized, log-transformed, and scaled and then annotated using label transfer based on lymph gland and circulating cells. As described in the subsection “Processing of *Drosophila* Drop-seq scRNA-seq data,” cell type annotations were transferred from those of the lymph gland datasets using “FindTransferAnchors()” and “TransferData()” with the default parameters in *Seurat*, and cells mismatched between cell type and subcluster were removed (*n* = 21). Independent datasets were integrated using Harmony with the default parameters and 25 significant PCs were used for dimension reduction analyses and clustering.

### Curation and re-clustering of the public datasets

Zebrafish InDrop-seq processed UMI count data published by Tang *et al*. [22] were downloaded from the GEO repository (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE100910), and cell types were annotated based on the original study. Five reported immune cell types (HSCs, erythroids, neutrophils, macrophages, NK/T cells, and B cells) were identified and stromal cells were excluded.

Mouse immune cell data from the MCA and Tabula Muris were downloaded from figshare (https://figshare.com/articles/dataset/HCL_DGE_Data/7235471 and https://figshare.com/articles/dataset/Robject_files_for_tissues_processed_by_Seurat/5821263, respectively) [23, 24]. Only data from peripheral blood or bone marrow cells were retrieved and re-clustered from each dataset based on the provided cell type annotations and the expression of known marker genes from the literature. Neutrophils in the MCA were removed because they were sparsely clustered. Ten cell types for 9165 MCA cells and 11 cell types each for the Tabula Muris 10X Chromium 3’-Seq and Smart-Seq2 datasets (3652 and 5037 cells, respectively) were defined with different cell type compositions. These three independent datasets were subsequently integrated using Harmony and visualized using UMAP. We additionally filtered cells that clustered with cell types that differed from those to which they were originally assigned, resulting in 13 different cell types with 15,168 cells in total (S5F Fig, 8191 MCA, 3427 Tabula Muris 10X, and 4764 Tabula Muris Smart-Seq2 cells).

Human immune cell datasets from the HCL and HCA censuses of immune cells were downloaded from the corresponding repositories (https://figshare.com/articles/dataset/HCL_DGE_Data/7235471 and https://data.humancellatlas.org/explore/projects/cc95ff89-2e68-4a08-a234-480eca21ce79, respectively) [21,25]. The 21,568 cells represented in the HCL data were re-clustered into 11 cell types based on the provided cell type annotations and known marker genes from the literature. Bone marrow cells represented in the HCA were quality-controlled based on UMI and gene count thresholds. First, outlier cells with > 80,000 UMIs or < 500 genes were filtered. Second, cells having UMI counts higher than two standard deviations from the mean or mitochondrial contents > 10% were removed. Data from the remaining cells were normalized, scaled, and batch-corrected using the *Seurat* alignment method with the default parameters. Clustering was performed using 59 PCs and a resolution of 0.7. Thirty-two clusters were annotated based on known marker genes and compared to the HCL data. One stromal cell and two doublet clusters simultaneously expressing B cell/erythrocyte and monocyte/B cell markers were removed. The remaining 243,398 cells were categorized as one of 15 cell types. Two human scRNA-seq datasets were also integrated using Harmony. We filtered cells that clustered with cell types that differed from the original annotation labels. Nineteen platelet cells were also removed because the number of cells was insufficient to represent the cell type in the pseudo-cell transformed data. The 262,630 integrated cells (242,472 HCA and 20,158 HCL cells) were categorized as 16 different hematopoietic cell types (S5G Fig).

### Correlation analysis between mouse and human public datasets

For mouse and human immune cells, normalized expression matrices were extracted using the “GetAssayData()” function with “slot = ‘data’” in *Seurat* and antilogged using “exp()”. Pseudo count 1 was subsequently subtracted. Then, the single-cell expression values were averaged into pseudo-bulk values for each cell type. Cell type pseudo-bulk expression values were compared using Spearman correlation analysis and visualized using the *pheatmap* package.

### Searching for orthologous genes between species

For each of the four species, we searched lists of orthologous genes between all possible species pairs using the Drosophila RNAi Screening Center Integrative Ortholog Prediction Tool (DIOPT; http://www.flyrnai.org/diopt) [26]. When a gene in species A was matched to multiple genes in species B (one-to-many) or multiple genes in species A were matched to a single gene in species B (many-to-one), we chose the pair with 1) the highest DIOPT weighted score, 2) “best score reverse = = Yes,” and 3) the highest expression level in the corresponding scRNA-seq data. We retrieved all one-to-one matched pairs.

### *t*-SNE dimensionality reduction analysis

A *t*-SNE analysis was performed on the normalized expression values using the R package *Rtsne* with “dims = 3” and “pca_scale = FALSE” or default parameters [46]. The expression matrix was extracted using “GetAssayData()” with “slot = ‘data’” in *Seurat*, and only expressed orthologous genes were included. A full dataset was used for zebrafish, whereas mouse and human data were downsampled to one-tenth (3034 cells) and one-fiftieth (5253 cells), respectively. The analysis was repeated five or ten times with random seeds.

### Supervised inter-species comparisons using gene set variation analysis (GSVA)

To compare cell types using signature gene sets, a differentially expressed gene analysis was performed for each species in *Seurat* using “FindAllMarkers()” with the parameters “min.pct = 0.25,” “only.pos = TRUE”, and “test.use = ‘MAST’.” Signature genes were filtered using adjusted *P*-values (“p_val_adj < = 0.05”). Signature genes were excluded because they were identified as markers for multiple cell types due to continuously differentiating or developing cellular states in the hematopoietic organs. On average, there were 131.23 signature genes across datasets, and the number varied between different cell types, ranging from 25 to 590 genes. We performed gene set variation analysis using the *GSVA* package in R [37]. The GSVA scores were normalized to a scale of 0–1 to compare AUROC values in the following analysis.

### Unsupervised inter-species comparisons using MetaNeighbor

Unsupervised analysis was inspired by Wang *et al*. [36], and we also leveraged the MetaNeighbor approach [35]. First, normalized expression matrices were extracted using “GetAssayData()” with “slot = ‘data’” in *Seurat* and antilogged using “exp(),” with pseudo count 1 subsequently subtracted. The single-cell expression data were then transformed into pseudo-cell expression data by aggregating data from 10 randomly selected cells in each cell type. By doing so, the complexity of the individual cell transcriptomes was increased while the size of the dataset was compressed to about one-tenth of its original size. The pseudo-cell expressions of species pairs were merged using orthologous genes, and MetaNeighbor analysis was performed using the “MetaNeighborUS()” function with default parameters, and variable genes were identified using “variableGenes().” Confident cell type pairs between species were selected based on AUROC values using the “topHits()” function with “threshold = 0.75” for *Drosophila*-to-zebrafish or “threshold = 0.80” for other species pairs.

The AUROC values of confident cell type pairs were then averaged with the scaled GSVA scores of the corresponding cell type pairs. Only cell type pairs reported as “Reciprocal_top_hit” in the MetaNeighbor analysis or having an average score higher than 0.80 were visualized.

### *Drosophila* genetics

These *Drosophila* stocks were used in this study: *HmlΔ-Gal4 UAS-EGFP* (S. Sinenko), *HmlΔ-Gal4 UAS-flp*, *Actin-FRT-Stop-FRT-GAl4*, *UAS-EGFP (HLT-Gal4 UAS-GFP)* (U. Banerjee), *Oregon R* (BL5), *w*^*1118*^; *Df(2R)BSC859/SM6a* (BL27929), *w*^*1118*^; *Df(2R)BSC262/CyO* (BL23297), *w*^*1118*^; *Df(3L)BSC393/TM6C* (BL24417), *CG8501* RNAi (NIG; 8501R-2).

### Hemocyte bleeding and staining

Bleeding followed a previous method [14]. Around 20 larvae were vortexed for one minute with glass beads (Sigma G9268) and bled on a glass slide (Immuno-Cell Int.; 61.100.17) for 40 min at 4°C. Hemocytes were fixed with 3.7% formaldehyde for 30 min at room temperature and washed 3 times in 0.4% Triton X-100 in 1x PBS for 10 min. Hemocytes were blocked in 1% BSA/0.4% TritonX in 1x PBS for 30 min. Samples were incubated at 4°C overnight for the primary antibody incorporation. Hemocytes were then washed 3 times in 0.4% Triton X in 1x PBS and secondary antibody treatments were performed in 1% BSA/0.4% Triton X in 1x PBS for 3 hours at room temperature. After washing 3 times with 0.4% Triton X in 1x PBS, samples were stained and mounted in Vectashield (Vector Laboratory) with DAPI. Images were captured using a Nikon C2 Si-plus confocal microscope. The antibodies CD164 (Abcam, ab238748), CD63 (Abcam, ab216130), CD59 (Invitrogen, PA5-97565), NimC1 (I.Ando), PPO1 (I.Ando), Phalloidin (Invitrogen, 22287), and Cy3- and FITC- conjugated secondary antibodies (Jackson Laboratory; 115-165-166, 711-165-152, 115-095-062, 711-095-152, 715-605-151) were used for staining at a 1:250 ratio.

### Phagocytosis assay

To check the phagocytotic ability of hemocytes, we followed a previously described phagocytosis assay method [34]. Instead of using *HmlΔ-Gal4* fly lines, we used *HLT-Gal4* fly lines for the constant Gal4 expression in hemocytes. *Escherichia coli* BioParticle (Invitrogen P35361) and *Staphylococcus aureus* BioParticle (Invitrogen A10010) were used in separate assays. Larvae from 120 h AEL were bled and incubated in Schneider’s medium containing 1ug/ml BioParticle for 30 min at room temperature. Then, hemocytes were fixed with 3.7% formaldehyde for 30 min at room temperature on glass slides (Immuno-Cell Int.; 61.100.17) and washed 3 times in 0.4% Triton X-100 in 1x PBS for 10 min. After washing, samples were mounted in Vectashield and imaged using a Nikon C2 Si-plus confocal microscope. BioParticle uptake by hemocytes was counted using the IMARIS software (Bitplane).

### RT-qPCR

At least 100 larvae were dissected to extract hemocyte mRNA, and cDNA was synthesized with a qPCR RT kit (TOYOBO). The RT-qPCR was performed by the comparative Ct method using SYBR Green Realtime PCR Master Mix (TOYOBO) and a StepOne-Plus Real-Time PCR detection thermal cycler (Applied Biosystems). Nine primer pairs were used for this analysis (F means forward, R means reverse, and all primers are written in the 5’ to 3’ direction):

Rp49: F- GGCCCAAGATCGTGAAGAAG, R- ATTTGTGCGACAGCTTAGCATATC.
Hml: F-GTAAGGGTCCCAACTGCGTA, R-CTGGAATGTGTGGACACCAG.
Pxn: F- ATCACGTGGATGCACAACAC, R- CGAATCGAGTGGGTGGTTAC.
CG8501-1: F: CGAGTGTGTCGATCAGGAGA, R: GCTCCCAATGCTTTCCAATA.
CG8501-2: F: GCTGACCACAATGGTGAATG, R: GACCAGGGCCAATAAGATCA.
eater-1: F: TTAATTGTGGAAGTGGCTTCTGC, R: GGTTCCTCGACTACATCCCTTG.
eater-2: F: CCTCGGACTCGTATCGGCT, R: GCAGCAATCCCTCGTTTGAAC.
NimC1-1: F: GAGACTGCCTACAGGACCGTA, R: GCAGAATCCATGTTGAGGACAC.
NimC1-2: F: TCCTCAACATGGATTCTGCTCG, R: CAAACGGGATGGCAGTCGATA.

### Western blotting

To extract proteins from *Drosophila* hemocytes, 50 larvae were bled in Schneider’s medium. After bleeding, hemocytes were filtered through a 40μm cell strainer and centrifuged at 4°C and 6000 rpm for 5 min. Cell pellets were lysed with RIPA buffer (MB-030-0050, Rockland) containing a protease inhibitor cocktail (P9599, Sigma). The protein concentrations of samples were measured using Bio-Rad Protein Assay Dye Reagent (5000006, Bio-Rad). The antibodies anti ɑ-Tub (DSHB 12G10, 1:1000) and anti-NimC1 (I. Ando, 1:1000) were used for Western blot analysis. To detect NimC1 protein, we performed a non-reducing SDS-PAGE by excluding the reducing reagent (β-mercaptoethanol).

### Code availability

In-house R and Python codes used in this study are available on GitHub (https://github.com/sangho1130/dmel_cross_species). The detailed parameter settings and thresholds used in the analyses are described in the Methods section. All analyses were performed using Python (version 2.7.5), R (version 3.5.3), and R Studio (version 1.1.383). Detailed software versions are also described in the Methods.

## Supporting information

S1 Fig Integration of *Drosophila* Drop-seq datasets. (**A**) UMAP plots of the seven major hemocyte types at three developmental timepoints (h AEL: hours after egg laying) in wild type (left) and wasp-infected (right) larvae. (**B**) UMI and (**C**) gene counts in each time point, tissue origin, and infection treatment.
(EPS)

S2 Fig Expression of characteristic markers. Expression of the canonical marker genes of (**A**) PSC, (**B**) LM, (**C**) CC, and (**D**) PM, as curated by Hultmark and Andó [16]. The dot color indicates average levels of expression, and the dot size represents the percentage of cells expressing the gene in each cell type. Expression levels are shown for wild type (WT) and wasp-infected (inf) larvae).
(EPS)

S3 Fig Integration of public *Drosophila* scRNA-seq datasets. (**A**) The UMI (top), gene counts (middle), and mitochondrial genes (bottom; %) in each dataset. (**B**) UMAP plots of hemocytes categorized by broad cell types (top), experimental conditions (middle), and tissue origins (bottom). (**C**) Proportions of prohemocytes (PH) in circulation (left) or lymph glands (right) in each experimental condition.
(EPS)

S4 Fig Comparisons of cell annotations between scRNA-seq studies. Predictions of cell annotations using label transfer analysis. Cell annotations were predicted using five public scRNA-seq studies and compared to our cell annotations (**A**) or vice versa (**B**).
(EPS)

S5 Fig Re-clustering of public datasets. UMAP plots of re-clustered cell types for (**A**) zebrafish, (**B**) mouse, and (**C**) human scRNA-seq data. Heatmaps of Spearman correlation coefficients between different datasets or platforms in (**D**) mice and (**E**) humans. Integrated scRNA-seq data for (**F**) mice and (**G**) humans.
(EPS)

S6 Fig Identification of cell type clusters using orthologous genes. The *t*-SNE plots of (**A**) *Drosophila* and (**B**) zebrafish scRNA-seq data using the orthologous genes between the two species. The *t*-SNE plots of (**C**) zebrafish and (**D**) mouse scRNA-seq data using their orthologous genes. The *t*-SNE plots of (**E**) mouse and (**F**) human scRNA-seq data using their orthologous genes. The mouse and human datasets were randomly downsampled to one-fifth (3034 cells) and one-fiftieth (5253 cells), respectively.
(EPS)

S7 Fig Identification of cell type clusters using 4267 conserved genes. The *t*-SNE plots of (**A**) *Drosophila*, (**B**) zebrafish, (**C**) mouse, and (**D**) human scRNA-seq data using 4267 core orthologous genes between all four species. All 3301 zebrafish cells were used. The other datasets were randomly downsampled as described previously.
(EPS)

S8 Fig *Drosophila CG8501*, an orthologous gene of human *CD59*. (**A**) Expression of CD orthologues in *Drosophila* hemocytes. *Drosophila* hemocytes were marked by anti-CD59 (magenta) targeting CG8501 (*Oregon R*; left top). However, this pattern disappeared in a deficiency mutant containing *CG8501* (*w*^*1118*^;*Df(2R)BSC859/SM6a*, left bottom). Neither CD63 (middle) nor CD164 (right) was expressed in the wild type (*Oregon R*) or *CD63* deficiency (*w*^*1118*^;*Df(2R)BSC262/CyO*, middle bottom) or *CD164* deficiency (*w*^*1118*^;*Df(3L)BSC393/TM6C*, right bottom) mutant hemocytes. The protein F-actin was stained by phalloidin (green). (**B**) Visualization of Hml+ or Pxn+ plasmatocytes created by hemocyte-specific knockdown of *CG8501* (*HmlΔ-Gal4 UAS-GFP CG8501 RNAi*). (**C**) Quantification of PPO1+ crystal cells, Pxn+ plasmatocytes, or total DAPI+ hemocytes in wild-type (*Oregon R*) larvae and larvae carrying *CG8501* RNAi (*HmlΔ-Gal4 UAS-GFP CG8501 RNAi*). These levels are related to Fig 4D (n.s: not significant, *p* > 0.01). Horizontal bars indicate median values. (**D**) Relative mRNA expression of hemocytes in *CG8501* RNAi knockdown mutants (*HmlΔ-Gal4 UAS-GFP CG8501 RNAi*). Primers for *eater*, *NimC1*, and *CG8501* were used in two different sets. Losing CG8501 led to 1.3 times higher expression of *eater*, 1.7 times higher expression of *NimC1*, and 1.3 times higher *Pxn* expression, while *Hml* transcripts decreased by 25% in *CG8501* knockdown hemocytes compared to the expression levels in controls. The RNAi efficiency of *CG8501* RNAi used in this study was ~80%. (**E**) Western blotting analysis of NimC1 and α-tubulin using *Drosophila* hemocyte extracts. Protein-level NimC1 was increased in *CG8501* RNAi knockdown mutants (right) compared to wild-type controls (left). The relative levels of NimC1 or α-tubulin are indicated above the lanes.
(EPS)

S9 Fig Supervised cross-species analysis using GSVA. The GSVA results between (**A**) zebrafish and mouse and (**B**) mouse and human immune cells. The analysis was performed using pseudo-bulk transformed expression of cell types. (**C**) Cross-species analysis based on Cho et al.’s [12] cell annotations comparing *Drosophila* and zebrafish using MetaNeighbor (top) and GSVA (bottom).
(EPS)

S10 Fig Cross-species analysis of *Drosophila* cell types. (**A**) Supervised cross-species analysis comparing *Drosophila* and zebrafish using GSVA. (**B**) MetaNeighbor AUROC values calculated using *Drosophila* and mice (top) or *Drosophila* and humans (bottom). (**C**) GSVA between *Drosophila* and mice (top) or *Drosophila* and humans (bottom).
(EPS)

S11 Fig Validation of the *Drosophila* conservation map using a different droplet-based single-cell sequencing platform and strain. (**A**) A *t*-SNE plot of the circulating hemocytes of *Drosophila* at 120 h AEL (*n* = 2195). Data were produced using 10X Chromium 3’-seq. The cell count of each cell type is indicated in parentheses. (**B**) The UMI (left) and gene (right) counts in three independent sequencing libraries. (**C**) The proportion (left) and count (right) for each cell type from three independent sequencing libraries (different shades of green). (**D**) A conservation map of *Drosophila* hemocytes inferred by integrating GSVA and MetaNeighbor analyses.
(EPS)

S1 Table Top 50 marker genes for each hemocyte cell type.

S2 Table Metadata of six public *Drosophila* scRNA-seq datasets.

S3 Table Lists of all orthologous genes.

S4 Table List of 4267 core orthologous genes between all four species.

S5 Table Lists of gene ontologies enriched in vertebrate specific orthologous genes.

S1 Dataset Western blot raw data.

How the deposited data were processed for this re-analysis (not part of the article)

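Single-cell RNA sequencing of circulating hemocytes of the w1118 strain at 120 h AEL was analysed in 3 libraries of 100 larvae each, all of 1 condition. The Drop-seq libraries and the data of other studies and species are not analysed here. To make the UMI counts, the authors aligned the reads of each library to BDGP 6.22 and counted UMIs per gene and cell with Cell Ranger 3.1.0. The deposited counts are raw integers for 13931 genes in 2016 cells. The mitochondrial percent of each cell, computed by the authors with Seurat, is deposited with the counts, and the percentage recomputed from the counts differed by at most 6.22e-15. The authors describe removing cells above 10% mitochondrial content, below 200 genes, or above the mean plus 2 standard deviations in UMIs. In the files, 0 cells fail the first limit and 0 the second, and 78 cells lie above the mean plus 2 standard deviations of all cells (67 within libraries). The authors transferred cell type labels with Seurat's FindTransferAnchors and TransferData from the lymph gland data and removed cells whose type and subcluster did not match. The 12 clusters are theirs.

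For each annotated class and library, raw counts were summed over the cells, and the class was compared with all other cells of the same library. PM 3 and PM 4 were compared with the other plasmatocytes. A library entered with at least 5 cells of the class, and at least 2 libraries were needed, so lamellocytes and GST-rich cells and PM 3 were tested on 2 libraries and the other classes on 3. Sums were tested with edgeR 4.0.16 (filterByExpr, TMM, quasi-likelihood test) in R 4.3.3, with the library as a block. The pairing follows from the design, since both sums of a pair come from the same library. P-values were adjusted by Benjamini-Hochberg over the genes tested, and for lists also over the list alone. Lists were tested with camera of limma 3.58.1 at a correlation of 0.01, with an estimated correlation, and with fry, adjusted over 384 tests in 8 comparisons. Of 444 genes on 35 lists fixed from the paper and general knowledge, 428 matched the files, and of 652 genes on 22 lists of S1 Table, 643 did. SE is the absolute log2 fold change over the root of F. Intervals of shares are Wilson 95% intervals. Coordinates are those of the BDGP6.54 annotation and were used only to place named genes, since counts rest on 6.22. Cell summaries used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

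Genes to name were set by rule. Per comparison these are the 10 largest and 5 smallest log2 fold changes among genes with adjusted p under 0.05 and the same direction in every library entered, every gene on the marker lists of the paper or its list of CD orthologs, the 4 members with the largest change of each other list past 0.05, all heat shock proteins in lamellocytes, and the 3 genes with the most UMIs on lists of other cell types. The text gives a selection of these, leaving out genes at 0 in an arm. It was also meant to leave out genes whose call was lost without a library. Still, of the named genes followed, 5, 3 and 1 were weaker without libraries 1, 2 and 3, while 42, 44 and 46 kept the same result. In simulated counts with the library sizes of the real data, 100 genes were changed 2-fold and 100 genes 4-fold. Means came from a fit of the real counts by library without the class, and each gene had the spread usual at its level. Spread particular to a gene was left out, so recovery and false calls can differ from those in the real data. At 2-fold, 7% were recovered in lamellocytes, 26% in plasmatocytes, 4% in PH1, 12% in PHs, 9% in CCs, 17% in GST-rich cells, 71% in PM 3 and 3% in PM 4. At 4-fold these were 62%, 81%, 64%, 73%, 71%, 69%, 94% and 49%. False calls numbered 0, 2, 3, 4, 2, 7, 3 and 1. The low count in PM 4 therefore leaves room for many changes of 2-fold.

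Alternatives were no block, DESeq2 1.42.0 (Wald test with the block, and its size factors), no filter on low counts, thinning each cell to 1000 UMIs, leaving out the 5% of cells with the most UMIs, cells with at least 500 genes, at least 10 cells per library, plasmatocytes as the other arm, each library left out, and the heat shock list as first matched, where the name hop stands for 2 genes. After the list's test was seen, such a name was set to match none. Thinning left out cells below 1000 UMIs, among them 46 of 130 PHs, 13 PH1 cells, 9 lamellocytes and 20 plasmatocytes. Added after seeing the data were leaving out cluster 4 and using every library with a cell of the class. No cell carried a PSC label or the label of plasmatocytes at 120 h AEL, so those 2 planned comparisons were not run. Leaving out a library was not run for lamellocytes, GST-rich cells and PM 3, where 1 library would remain, nor was the minimum of 10 cells for lamellocytes.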

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

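The tests of gut cells, of cells of another tissue in PH1, of damage in the PHs of cluster 4 alone and of stress in lamellocytes were chosen after the result was seen. In PH1 cells of library 3, neuron and glia genes stood 5.99-fold and imaginal disc and epithelium genes 22.1-fold above plasmatocytes, and both were also higher in the other libraries. The 12 neuron genes outside the top 50 PH1 markers of S1 Table stood at 785.9, 773.9 and 807.8 CPM in GST-rich cells of libraries 1, 2 and 3, against 995.6, 728.9 and 1261 in PH1. This sum also holds widely detected genes. In plasmatocytes of library 1, Syx1A and nrv2 gave 212.9 and 79.8 of its 331 CPM, with a UMI in 95.7% and 80.2% of cells. Of the 18 disc genes, 7 are among those PH1 markers. The other 11 summed to 3.15-, 3.39- and 3.77-fold above plasmatocytes, while the 4 of them that could be tested had a median log2 fold change of -0.38. Free RNA shared by all droplets is argued against for the 12 neuron genes outside those markers. It would add like numbers of UMIs to each droplet, whatever its depth, so PHs set an upper limit. In libraries 1, 2 and 3, 42, 31 and 22 PH1 cells held 270, 133 and 177 UMIs of these genes. PHs, at 18, 12 and 100 cells, held 50, 15 and 260, which is fewer per cell in each library. The ratio of CPM, PH1 to PHs, had a lowest bound of 2.85 over 3 libraries, but took in PHs of every depth. In library 3, PHs outside cluster 4 had a median of 31476 UMIs, against 4576 in PH1 cells, so that ratio alone cannot decide. Lower depth stays open, since the neuron genes outside those markers gave a p of 0.053 by limma's camera after thinning, which left 3 of 8 genes past the filter on low counts, with a median log2 fold change of 1.31 against 3.88 before, and since their summed CPM, 3.23-, 3.23- and 3.94-fold above all other cells after thinning, is on average left unchanged by it. Cells of another tissue stay open too, since disc genes outside those markers gave a p of 0.377 by the same limma test, while 7 of 8 such neuron genes were higher before thinning, and no biological explanation was tested.

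Cluster 4 held 81 PHs. In library 3, low UMI totals were largely a trait of these cells, since the PHs outside it had a median of 31476 UMIs, against 35241 in plasmatocytes. In library 1, only 8 of 18 PHs lay in cluster 4, yet the median over all 18 was 2737.5 UMIs, against 29301 in plasmatocytes. Damaged cells stay open, since the ratio of mitochondrial shares to plasmatocytes reached at most 1.47 at its highest bound over all PHs, but 2.03, 1.96 and 1.75 over those of cluster 4 in libraries 1, 2 and 3 (medians 0.531, 0.648 and 0.984), and cells above 10% had been removed by the authors. Droplets of free RNA stay open, since the 9 PH markers had a median log2 ratio of -1.88 (-4.26 to -1.06) in cluster 4 to all other cells, but 7 of them had fewer than 20 UMIs there and CG13160 went the other way at 4.65. Gut cells may be among 13 PHs of library 3, chosen because over 0.5% of their UMIs lay in the gut list. Through them gut genes stood 1686.5-fold above plasmatocytes in the PHs of this library. The serine proteases Jon99Cii, Jon99Ciii and Jon66Ci (paralogs that share reads) stood at 18472, 8413.5 and 3807.2 CPM over the 13 cells, with UMIs in 6, 5 and 6 of them. Most gut UMIs lay in 1 cell of 69168 UMIs. The pan-hemocyte genes of the 13 cells were at 0.0138 of the level in plasmatocytes (0.0066 to 0.0253), below the 0.0684 (0.0522 to 0.0881) of the other 53 PHs of cluster 4 in this library. These 53 cells, almost without gut RNA, were low as well, so a low level alone does not mark gut cells.

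Library 3 held more lamellocytes. Its depth is argued against, since after thinning 4.23% of its cells (3.01% to 5.91%) still had 3 or more lamellocyte markers, against 0.85% (0.33% to 2.16%) and 1.00% (0.49% to 2.05%) in libraries 1 and 2. Stress at preparation, which the paper proposes as possible, stays open. Stress that reached all cells of a library alike would leave no difference between its classes, so a comparison within libraries cannot decide. The heat shock list lay at the threshold on the lower side (adjusted p = 0.0467 from camera, but 0.056 before a name on the list was corrected, after that value was seen). The labels give the same preparation for every library. No biological explanation was tested.

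Other lists stood above plasmatocytes in single classes. Cuticle genes stood 267.4-fold higher in PH1 of library 3, where 74 of 77 UMIs of the cuticle protein gene Lcp1 came from 1 cell. Muscle genes stood 3.7-fold higher in lamellocytes of library 3 and 3.12-fold (2.66 to 3.63) in those of library 2, and TpnC73F had 914 UMIs in 23 of 43 lamellocytes of library 3. Testis and germ line genes stood 39.2-fold higher in PHs of library 2 through 1 cell with 16 UMIs of the germ line helicase vas.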

How the results depend on the processing

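Among these values, the settings without cluster 4 and with every library holding a cell of the class, and the comparisons of PM 3, PM 4 and GST-rich cells, were chosen after the data were seen. Counts are genes higher and lower. Without the library as a block, edgeR called 523 and 272 in lamellocytes, 134 higher in plasmatocytes, 16 and 104 in PHs, 87 and 3 in GST-rich cells, 0 and 0 in PM 3 (538 at an unadjusted p under 0.05) and 0 and 0 in PM 4 (1230 unadjusted). DESeq2's Wald test called 307 lower in lamellocytes, 38 and 264 in PHs, 808 lower in CCs, 311 and 151 in GST-rich cells, 121 and 61 in PM 3, and 231 and 177 in PM 4. With DESeq2's size factors PM 4 gave 3 and 1. Without the filter on low counts plasmatocytes gave 439 and 1045, PHs 370 higher, and PM 4 128 and 110. Without the 5% of cells with the most UMIs lamellocytes gave 459 and 345, and plasmatocytes 135 and 358. Thinned to 1000 UMIs, lamellocytes gave 76 and 93, plasmatocytes 76 and 93, PH1 241 and 267, PHs 11 and 56, CCs 127 and 394, GST-rich cells 66 and 80, PM 3 28 and 17, and PM 4 15 and 5. Without cluster 4 PHs gave 143 and 638, and with every library that holds a lamellocyte 1206 genes were lower. Leaving out each library gave 54 to 213 higher and 303 to 684 lower in plasmatocytes, 246 to 800 and 373 to 1015 in PH1, 579 to 1192 and 525 to 1184 in CCs, and 76 to 1039 and 30 to 830 in PM 4. Of 384 tests of lists, 241 passed at the preset correlation, 0 with camera's estimated correlation and 40 with fry. For heat shock proteins in lamellocytes, the adjusted p of 0.0467 became 0.572 with an estimated correlation, 0.281 with fry, 0.0763 without the block, 0.526 with plasmatocytes as the other arm and 0.056 with the first match of the list, in which a shared name (hop) took in another gene and which was corrected after this value was seen. Of 824 values of named genes, 741 stayed within the limits set for the same result, 71 were weaker, 8 stronger and 4 reversed. The choice of genes to name was meant to leave out those whose call was lost without a library, so these numbers do not stand for all genes. Still, 5, 3 and 1 named genes were weaker without libraries 1, 2 and 3. Reversed were DnaJ-1 in lamellocytes (-0.44 thinned), Hsp68 and Hsp70Bc in lamellocytes (0.79 and 0.86 against plasmatocytes) and stg in PHs (-0.39 thinned). The cause of these shifts was not tested.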

Differences from the paper's values

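The paper gives 80 lamellocytes, and the deposited annotation holds 52 (SD between libraries 22.4). The alternatives set before the data were examined differ too, with 39 cells of at least 500 genes, 42 without the 5% of cells with the most UMIs, and 50, 45 and 9 without libraries 1, 2 and 3, but each only removes cells and could not have come closer to the paper's 80. The paper reports both lamellocyte subtypes, while all 52 cells carry the label LM 2. The paper reports PSC cells in these libraries, while 0 of 2016 deposited cells carry that label. The limit of 0.149% covers counting error in the deposited cells alone. It sets no limit for the 2195 cells that the paper counts, which are more than the deposited ones. The paper counts 2195 annotated cells and 1620 plasmatocytes, and the deposited annotation 2016 and 1563 (SD between libraries 167.7 and 109.5). These counts and those of lamellocytes concern the same 3 libraries, so an SD between libraries does not measure the differences. The columns of S1 Table for the percentage of cells expressing a gene hold fractions, up to 1.0 and 0.499, over 1100 entries.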

Other observations

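Among these results, the comparison of GST-rich cells was chosen after the labels were seen. GST-rich cells (15 and 16 cells of libraries 1 and 3 entered) held more RNA of detoxification enzymes than all other cells. Of 22 glutathione S transferases, which conjugate glutathione to toxic compounds, 12 were higher and 1 was lower (14 and 2 when adjusted over the list alone, camera adjusted p = 9.64e-09, adjusted p = 0.448 with an estimated correlation). The paralogs GstE6 and GstD3 rose by 3.72 (SE 0.21) and 3.51 (SE 0.23) on the log2 scale, values uncertain because clustered copies share reads. CG15784, of unknown function, stood at 348 ± 14.8 CPM against 15.8 ± 3.62 (SD, n = 2 libraries), a log2 fold change of 4.49 (SE 0.27). Heat shock proteins were lower, 7 of 10 with none higher (9 lower when adjusted over the list alone, camera adjusted p = 4.95e-06, adjusted p = 0.521 with an estimated correlation). In all, 622 of 7008 genes were higher and 581 were lower, against 87 and 3 without the library as a block.

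The tetraspanin Tsp42Ed, on the paper's list of CD orthologs, marked these cells and lamellocytes alike, with log2 fold changes of 3.62 (SE 0.22) and 3.34 (SE 0.31), both higher in 2 of 2 libraries. Of 8 antimicrobial peptides in lamellocytes, 5 were higher and 2 were lower (5 and 2 when adjusted over the list alone, camera adjusted p = 0.0337, adjusted p = 0.552 with an estimated correlation). Drosomycin (Drs), an antifungal peptide, had a log2 fold change of 1.92 (SE 0.37), but 0.02 after thinning.

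The sums of 3 libraries can be split into 3 and 3 in 10 ways, too few for a share under 0.05. The real split, 1 of the 10 in each case with as many calls, gave 770 genes in plasmatocytes, 1817 in PH1, 495 in PHs, 2341 in CCs and 42 in PM 4, and the highest of the others 0, 0, 16, 0 and 0. Of the 4 splits that part all 3 pairs, the real one is 1, and the other 3 gave 0 genes in each of these comparisons by edgeR. Cells had been labelled by their expression in these same data, so the real split was favoured in advance. The counts are therefore no evidence for the classes.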
